# Histone deficiency and hypoacetylation in the aging retinal pigment epithelium

**DOI:** 10.1111/acel.14108

**Published:** 2024-02-26

**Authors:** Sushil K. Dubey, Rashmi Dubey, Subhash C. Prajapati, Kyungsik Jung, Kabhilan Mohan, Xinan Liu, Jacob Roney, Wenjian Tian, Jennifer Abney, Michelle M. Giarmarco, Alvaro G. Hernandez, Jinze Liu, Mark E. Kleinman

**Keywords:** aging, epigenetics, HINFP, histone acetylation, histones, replicative senescence, retinal pigment epithelium

## Abstract

Histones serve as a major carrier of epigenetic information in the form of post‐translational modifications which are vital for controlling gene expression, maintaining cell identity, and ensuring proper cellular function. Loss of histones in the aging genome can drastically impact the epigenetic landscape of the cell leading to altered chromatin structure and changes in gene expression profiles. In this study, we investigated the impact of age‐related changes on histone levels and histone acetylation in the retinal pigment epithelium (RPE) and retina of mice. We observed a global reduction of histones H1, H2A, H2B, H3, and H4 in aged RPE/choroid but not in the neural retina. Transcriptomic analyses revealed significant downregulation of histones in aged RPE/choroid including crucial elements of the histone locus body (HLB) complex involved in histone pre‐mRNA processing. Knockdown of *HINFP*, a key HLB component, in human RPE cells induced histone loss, senescence, and the upregulation of senescence‐associated secretory phenotype (SASP) markers. Replicative senescence and chronological aging in human RPE cells similarly resulted in progressive histone loss and acquisition of the SASP. Immunostaining of human retina sections revealed histone loss in RPE with age. Acetyl‐histone profiling in aged mouse RPE/choroid revealed a specific molecular signature with loss of global acetyl‐histone levels, including H3K14ac, H3K56ac, and H4K16ac marks. These findings strongly demonstrate histone loss as a unique feature of RPE aging and provide critical insights into the potential mechanisms linking histone dynamics, cellular senescence, and aging.

**Abbreviations**
AMD: Age‐related macular degeneration
HLB: Histone Locus Body
PDL: Population doubling level
PTM: Post‐translational modifications
RPE: Retinal pigment epithelium
SASP: Senescence‐associated secretory phenotype
SA‐β‐Gal: Senescence‐associated β‐galactosidase

## 1 INTRODUCTION

The retina is a multilayered light‐sensitive tissue mainly composed of neuronal cells derived from the neuroectoderm. Age‐related retinal diseases such as age‐related macular degeneration (AMD), diabetic retinopathy, and retinitis pigmentosa result from progressive degeneration of the retina (J. B. Lin et al., 2016). These conditions lead to severe visual impairment which can contribute to reduced quality of life and disability in older adults (J. B. Lin et al., 2016; Prem Senthil et al., 2017). The retina is organized into two main components, neural retina and retinal pigment epithelium (RPE). The RPE is a single layer of epithelial cells that plays a crucial role in maintaining retinal homeostasis. It supports the visual cycle metabolism, protects the photoreceptor layer, and removes metabolic waste from the outer retina to the choroid (Bok, 1993). RPE cells are known to be postmitotic with limited proliferative capacity (M. Chen et al., 2016). As RPE cells age, they undergo various changes, including oxidative stress, mitochondrial dysfunction, and increased inflammatory gene expression, leading to the degeneration of RPE and age‐related ocular disorders like AMD (Bonilha, 2008; H. Chen et al., 2008). Elucidating the molecular mechanisms that drive RPE aging is critical to our fundamental scientific understanding of cellular longevity and to developing novel effective therapies for age‐related retinal diseases.

The aging process is driven by changes in genetic and epigenetic information over time (Lopez‐Otin et al., 2013). However, an organism's genome remains relatively stable during its lifetime, and there is a growing interest in research that challenges the notion of genetic aberrations as the primary cause of aging (Yang et al., 2023). In support of this hypothesis are studies that demonstrate normal cellular aging can occur despite fewer mutations, whereas cells with a higher mutation rate do not prematurely age (De Majo et al., 2021; Kaya et al., 2015; Narayanan et al., 1997). Mounting evidence from yeast to humans indicates that loss of epigenetic information, rather than genetic mutations, is a critical aging factor (Liu et al., 2013; Sinclair et al., 1997; Yang et al., 2023). Epigenetic studies in aging models emphasize the loss of heterochromatin and the resulting genome instability as a key contributor to cellular aging and senescence (Tsurumi & Li, 2012). Further research has expanded this perspective with more epigenetic alterations identified in aging cells, including loss of nucleosomes, altered histone modifications and levels, changes in DNA methylation, and noncoding RNA signatures (Pal & Tyler, 2016; Sen et al., 2016). While many studies in aging and age‐related diseases of the retina have focused on microRNA and altered DNA methylation patterns (Berdasco et al., 2017; Porter et al., 2019), there is much less known about histone gene expression profiles and post‐translational modifications (PTMs) in the aging RPE and retina. This knowledge gap exists partly because of the involvement of many genes that encode the different histones and complexity in the synthesis and processing of different histones, regulated at multiple levels by a vast repertoire of transcription and epigenetic factors (Marzluff et al., 2002; Marzluff & Koreski, 2017; Mendiratta et al., 2019). H1, H2A, H2B, H3, and H4 are the five primary types of histones, and multiple copies of genes are organized as clusters in eukaryotic genomes that encode every individual histone. Synthesis of canonical core and linker histone proteins is a highly cell cycle coordinated event tightly regulated by a complex group of transcription factors (Ewen, 2000). These unique non‐polyadenylated mRNAs are processed by an evolutionarily conserved nuclear body known as the histone locus body (HLB) (Nizami et al., 2010). The HLB complex comprises several proteins involved in the pathways of histone biosynthesis and histone RNA transcript processing. The HLB components, HINFP (Histone Nuclear Factor P), NPAT (Nuclear Protein Ataxia‐Telangiectasia), and CASP8AP2 (Caspase 8 Associated Protein 2)/FLASH (FLICE‐associated huge protein) are particularly essential to synthesize abundant quantities of histones during S‐phase of cell cycle and necessary for nucleosome complex assembly (Barcaroli et al., 2006; Ghule et al., 2014; Ye et al., 2003).

In this study, we demonstrated a significant reduction in core and linker histone components H1, H2A, H2B, H3, and H4 along with critical regulatory factors in the HLB, including *Hinfp*, *Npat*, and *Casp8ap2* in the aged mouse RPE/choroid. We also observed downregulation of histone expression in aged human RPE tissues and in vitro aging models utilizing human RPE (hRPE) cells. Through targeted knockdown of *HINFP* in hRPE, we discovered that decreased histone expression leads to the acquisition of a senescence‐associated secretory phenotype (SASP). Our study provides valuable insights into the involvement of histone loss and hypoacetylation in the normal aging process of RPE cells and provides a further understanding of the complex etiology of aging in RPE tissue.

## 2 MATERIALS AND METHODS

A detailed description of the materials and methods (mRNA‐sequencing, analysis of mRNA‐seq data, Western blot analysis, Immunofluorescence, Immunohistochemistry, Quantitative real‐time PCR (qPCR), cell proliferation assay, and SA‐β‐Galactosidase assay.) is available in Appendix S1.

### 2.1 Animals

All mouse experiments were conducted in compliance with the guidelines established by the Association for Research in Vision and Ophthalmology for the Use of Animals in Ophthalmic and Vision Research. Male and female wild‐type C57BL/6J mice aged between 2 and 3 months were included in the young group, while mice aged between 20 and 24 months were assigned to the aged group. The mice were purchased from the Jackson Laboratory and housed under standard conditions (23 ± 1°C, 40%–50% humidity, and ad libitum access to food and water). The research protocol was approved by the Institutional Animal Care and Use Committee of the University of Kentucky and East Tennessee State University.

### 2.2 Mouse retina and RPE collection

For the collection of mouse retina and RPE, the isolated eyes were placed in the cold petri dish under a surgical microscope. With careful precision, the anterior parts, including the cornea, lens, and iris, as well as connective tissues, muscles, and optic nerve, were excised. Radial cuts were made symmetrically in a four‐leaf pattern, allowing for the careful removal of the neural retina from the mouse eyecup. The pigmented RPE/choroid layer was gently scraped from the sclera. RPE/choroid and neural retina tissues were immediately transferred to ice‐cold 1X RIPA buffer (Thermo Scientific 89,900, Rockford, IL) for cell lysate preparation, 1X pre‐lysis buffer (Epigentek OP‐0006, Farmingdale, NY) for histone extract preparation, or RNA lysis buffer (Invitrogen 12183016, Carlsbad, CA) for RNA isolation, based on the specific experimental requirements. The tissues were snap‐frozen and stored in liquid nitrogen to keep them intact if not used immediately.

### 2.3 RNA sequencing

For RNA sequencing analysis, RPE/choroid tissue (two eyes/sample) was collected from young and aged mice (*n* = 3 per group). RNA extraction was performed using TRIzol reagent (Invitrogen 15596026, Carlsbad, CA) according to the manufacturer's instructions. RNA purification, library preparation, sequencing, and analysis procedures are described in the Appendix S1, *Materials and Methods*.

### 2.4 Histone extraction

Histones were extracted from tissues and RPE cell lines using the EpiQuik Total Histone Extraction Kit (Epigentek OP‐0006, Farmingdale, NY) following the manufacturer's instructions (See Appendix S1, *Materials and Methods* for more details).

### 2.5 Human RPE cell culture and transfection

Details regarding Human RPE culture and transfection using siRNA are provided in the Appendix S1, *Materials and Methods*.

### 2.6 In vitro replicative aging in hRPE cells

Preparation of naturally passaged aged hRPE cells was performed as described previously (Matsunaga et al., 1999; X. F. Wang et al., 2004). Details of culture and assays confirming onset of senescence are described in the Appendix S1, *Materials and Methods*.

## 3 RESULTS

### 3.1 Age‐related global histone loss in mouse RPE

Cellular aging is accompanied by an altered histone profile, including changes in histone levels, accumulation of specific histone variants, and dynamic modifications in histone PTMs. These histone signatures play a crucial role in modulating the structure and organization of chromatin. To investigate the potential impact of age‐related changes on histone levels in RPE and retina, we prepared tissue extracts from RPE/choroid and neural retina and compared the protein levels of histones H1, H2A, H2B, H3, and H4 between young and aged mice (*n* = 6–8 samples per group). We observed a global reduction of histone proteins H1, H2A, H2B, H3, and H4 in RPE/choroid as a consequence of aging (Figure 1a). Densitometric analysis revealed a substantial depletion of histone proteins ranging from ~40% to 55% in aged RPE/choroid (Figure 1b). By contrast, examination of the neural retina from young and aging mice (*n* = 6 samples per group) showed no significant changes in histone levels (Figure 1c, d). Immunostaining of frozen eye sections confirmed decreased levels of all core and linker histone proteins in the RPE layer in aged mice (Figure 1e). Importantly, this finding was unique to the RPE, as histone expression was unchanged in the neural retina in young and aged mice. Histone proteins were distributed throughout the neural retina, displaying intense staining in the ganglion cell layer (GCL), inner nuclear layer (INL), and outer nuclear layer (ONL). Isotype controls exhibited no staining (Figure 1e). At high magnification (63x), confocal microscopy confirmed decreased expression of histones in aged RPE compared to young RPE (Figure S1). Our findings suggest that in the mouse eye, there is a significant age‐related loss of histone expression in the RPE. By contrast, histone expression in the aging neural retina remains robust and consistent.

**FIGURE 1:**
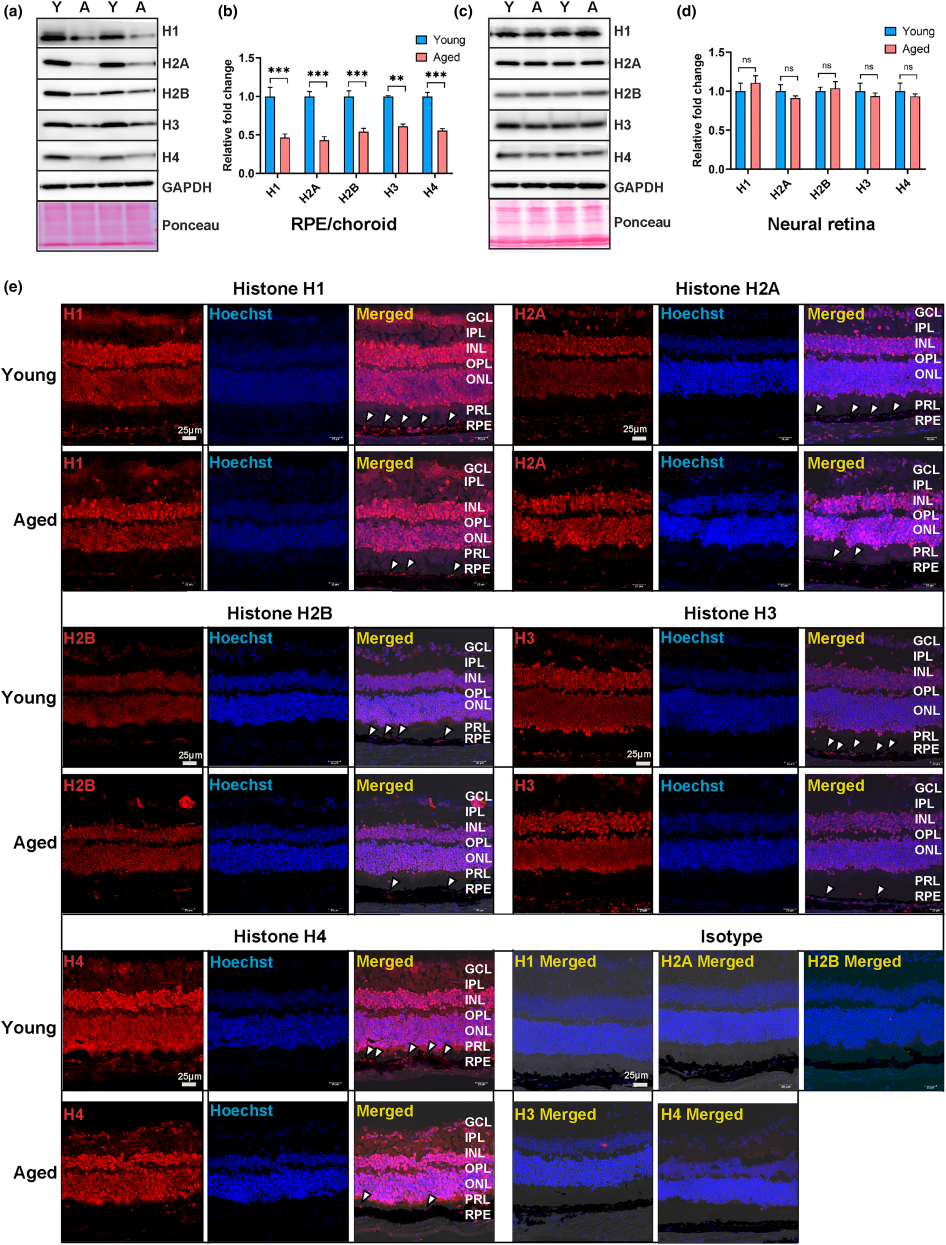
Loss of histone protein in aged mouse RPE/choroid. (a) Representative images of Western blot analysis of histones H1, H2A, H2B, H3, and H4, along with GAPDH loading control, in RPE/choroid from young and aged mice (*n* = 6–8 per group). Ponceau‐S stained blot confirmed equal loading across samples. (b) Densitometry analysis showed a significant loss of core and linker histones, normalized to GAPDH, in RPE/choroid of aged mice. (c) Representative Western blots of neural retina from the young and aged mice (*n* = 6 per group) of all five histones along with GAPDH loading control. Ponceau‐S stained blots confirmed equal loading across samples. (d) Histone levels were quantified by densitometry, revealing no significant changes between young and aged mice. The statistical significance of densitometry data was determined by Mann–Whitney *U* test (*p < 0.05, **p < 0.01, ***p < 0.001, ns: nonsignificant). The averages (mean ± SEM) of the three independent experiments are shown. (e) Representative fluorescence images of retinal cross‐sections of young and aged mice showing the distribution of histones across different layers of the retina. Intense staining for H1, H2A, H2B, H3, and H4 histones (red) was found across the neural retina in young and aged RPE. Nuclei are stained with Hoechst (blue) in both the young and aged retina. Merged images of overlapping red and blue channels with brightfield showed the localization of histones in the RPE layer. The RPE layer of aged mice showed weak staining for all histones (white arrows) compared to the young mice. The isotype panel showed no immunostaining and served as a negative control. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; PRL, photoreceptor layer, RPE; retinal pigment epithelium. Scale bar: 25 μm.

### 3.2 Transcriptional downregulation of histones and HLB components in aged mouse RPE

To investigate if age‐related loss of histones is evident at the transcriptional level, we performed transcriptomic profiling of RPE/choroid tissues from young (2–3 months) and aged mice (20–24 months). Since most histone transcripts are non‐poly(A) mRNAs, we sequenced six rRNA‐depleted libraries (*n* = 3 per group) without poly(A) enrichment to profile the expression of histone mRNAs (Figure S2a; GEO accession number GSE236221). The average sequencing depth of the libraries was 40.4 million, and a total of 33,924 transcripts were mapped to the mouse reference genome. Principal component analysis (PCA) of transcriptome data revealed distinct clusters for young and aged mice along PC1, accounting for 58.2% of the variance, indicating age as the primary driving factor (Figure 2a). DESeq2 analysis of read counts revealed significant expression changes in 3949 genes between young and aged RPE/choroid (adjusted *p*‐value <0.05). The magnitude of differential gene expression was visualized using a volcano plot (Figure 2b), representing 1849 upregulated genes and 2100 downregulated genes in young RPE compared to aged RPE. To obtain a comprehensive view of the biological processes represented in these significantly altered genes, Gene Ontology (GO) term enrichment analysis was performed using the top 100 upregulated and downregulated genes (Figure 2c, d; Tables S1 and S2). GO enrichment of genes upregulated in aged RPE revealed an elevated expression of genes associated with immune response and inflammation, whereas a majority of genes downregulated in aged RPE were mainly related to extracellular matrix organization and organ and tissue development. Previous studies showed that aged tissues exhibit a low‐grade inflammatory state and increased SASP expression (Coppe et al., 2010). Therefore, we examined a panel of senescent markers from our transcriptome data and found upregulation of all these markers in aged RPE tissue (Figure 2e).

**FIGURE 2:**
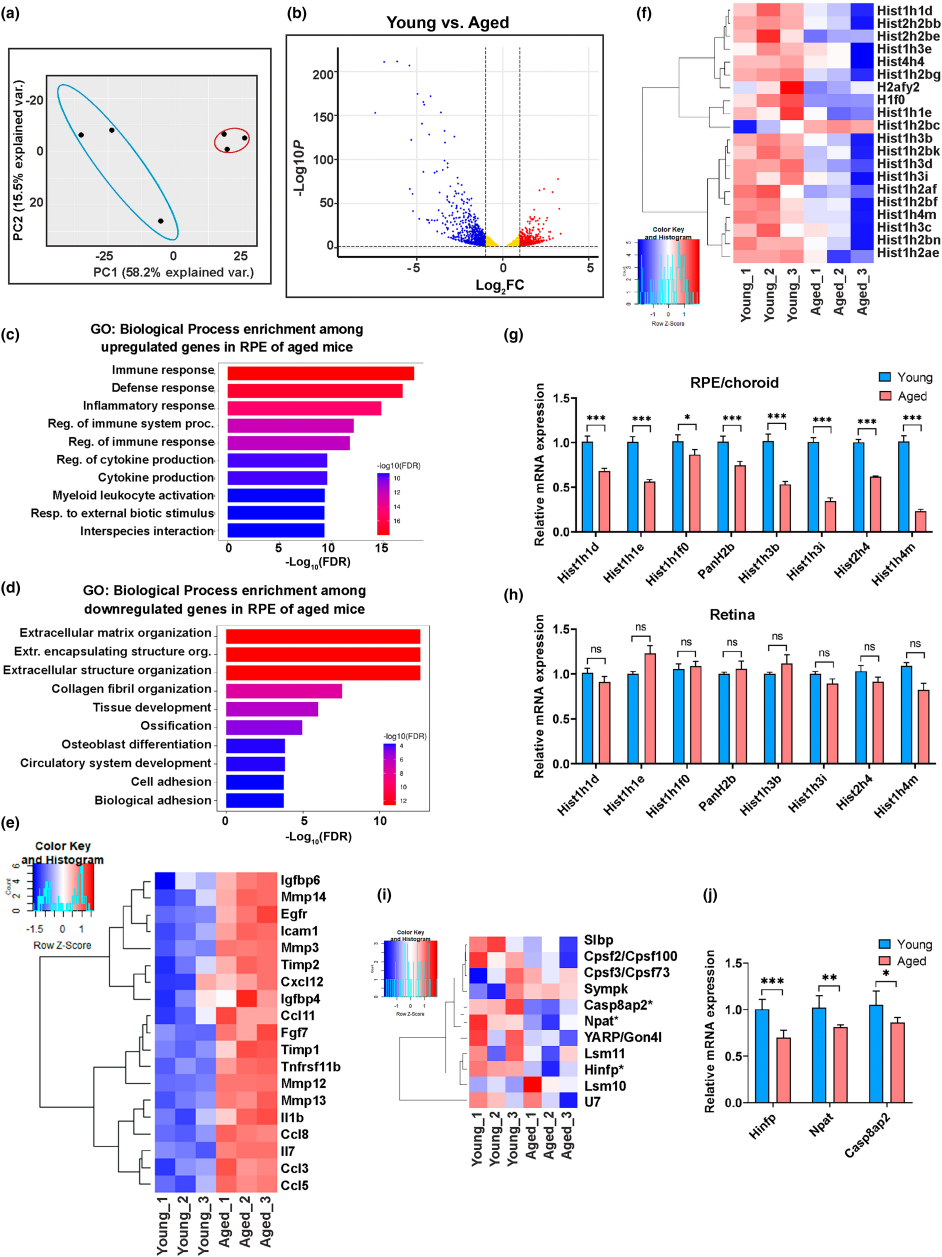
Transcriptome analysis and histone profiling in young and aged mouse RPE/choroid. (a) PCA plot generated using the whole transcriptome dataset showed distinct clustering of young and aged RPE/choroid along the first principal component (PC1), accounting for the highest total variance (58.2%). Blue and red ellipses represent young and aged mice RPE, respectively. Data are from three biologically independent replicates. (b) Volcano plots showing differentially expressed genes (DEGs) as log_2_ fold change (FC) between young and aged mice RPE along the x‐axis and the y‐axis shows the statistical significance of the differences (log_10_ adjusted *p*‐value). Red dots represent the upregulated genes, and blue dots represent the downregulated genes in young RPE. The horizontal dotted gray line represents adj. *p*‐value <0.05, and the vertical dotted gray lines represent log_2_FC values of −1 and + 1. (c and d) The top 10 enriched terms from GO analysis of top 100 up‐ (c) and down‐regulated (d) genes in young versus aged mice RPE/choroid. The x‐axis represents the ‐log_10_ scale for adjusted *p*‐value of each GO term. (e) Hierarchical clustering and heatmap analysis of selected SASP markers in the RPE/choroid of young and aged mice. Blue to red represents low to high gene expression. (f) Hierarchical clustering and heatmap of 20 histone variants found to be significantly downregulated (adj *p*‐value <0.05) in aged RPE/choroid. Blue to red represents low to high gene expression. (g and h) Relative expression levels of selected histone genes validated by qPCR in mouse (*n* = 5) RPE/choroid (g) and neural retina (h). (i) Hierarchical clustering and heatmap analysis showed the expression profile of HLB components. *Represent genes that are significantly downregulated in aged RPE. (j) qPCR analysis of *Hinfp*, *Npat*, and *Casp8ap2* genes in young and aged RPE/choroid (*n* = 4–6). GAPDH was used for normalization, and statistical analysis was performed using the Mann–Whitney *U* test (*p < 0.05, **p < 0.01, ***p < 0.001) in g, h, and j. Results presented as mean ± SEM.

We identified a collection of 114 mouse histone gene variants from Mouse Genome Informatics (Blake et al., 2021) and MS_HistoneDB (El Kennani et al., 2017) databases and compared them with our transcriptome data. Comparative analysis of these 114 variants revealed significant differential expression (adjusted *p*‐value <0.05) of 20 histone genes between young and aged mice RPE/choroid (Table S1). Hierarchical clustering and heatmap analyses showed age‐associated clustering and downregulation in most histone genes in aged RPE/choroid (Figure 2f). Among the examined histones, three H1, three H2A, six H2B, five H3, and two H4 isoforms showed significant downregulation in aged RPE/choroid. Conversely, one unique histone gene, *Hist1h2bc*, known to be expressed as polyadenylated mRNA in certain differentiated cells, was upregulated in aged mouse RPE/choroid (Figure 2f) (Lyons et al., 2016). To validate our RNA‐seq data, we performed qPCR analysis on eight selected *Hist1* and *Hist2* genes in aged and young mice (*n* = 5 per group) RPE/choroid samples. These results corroborated our RNA‐seq data with target histone genes significantly downregulated in aged RPE/choroid (Figure 2g), while neural retina showed no significant change (Figure 2h). Collectively, these findings strongly suggest that the loss of histones is a prominent characteristic of aging mouse RPE/choroid.

We next examined the expression profile of histone regulatory genes in young and aged RPE/choroid. RNA‐Seq libraries were prepared from rRNA‐depleted and poly(A)‐selected young and aged mice RPE samples to include protein‐coding poly(A)‐tailed mRNAs (Figure S2a). This method is known to reduce the noise rate by excluding the pre‐mRNAs (L. Chen, Yang, et al., 2020). 

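The poly(A)-selected experiment compared RPE/choroid of 3 young and 3 aged C57BL/6J mice, with both eyes of a mouse pooled in a sample. The paper gives the ages as 2 to 3 months for young and 20 to 24 months for aged mice. The sample labels give 1 to 2 months for young mice, and for aged mice 20 to 24 months in the titles and 22 to 24 months in the age field. The labels describe the mice as male, whereas the paper describes mice of both sexes. The authors trimmed the read pairs, mapped them to the mouse transcript annotation, transformed the quantified transcripts into normalized counts and compared the age groups with DESeq2. What was analysed here is the authors' deposited table of that comparison, which gives for each gene a mean normalized count over the 6 libraries, a log2 fold change with its standard error, a Wald statistic, a p-value and an adjusted p-value. It holds no value for a single library, so no SD between mice could be computed, no mouse could be left out and the overlap of the groups could not be examined. The table gives young over aged, and the sign was turned here so that a positive log2 fold change means higher expression in aged RPE/choroid. The fold changes are moderated towards 0 in genes with few counts. Confidence intervals were computed from the deposited standard errors at the 95% level. Adjusted p-values were recomputed here with the Benjamini-Hochberg method from the authors' Wald p-values, over the 18196 genes with a mean normalized count of at least 10 and a p-value. The mean normalized counts add up to 40816668. The spacing of the values of genes read in a single library gave size factors between 0.991 and 1.06 for the young libraries and between 0.959 and 0.988 for the aged libraries. As Appendix S1 describes a scaling to total counts beforehand, these size factors do not give the sequencing depth of single libraries, which is unknown. The median standard error of the tested genes was 0.18 on the log2 scale.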

The RNA‐seq data from ribo‐depleted, poly(A)‐selected samples (GEO accession number GSE236221) of young and aged RPE/choroid (*n* = 3 per group) were subjected to differential expression analysis using the DESeq2 Bioconductor package. There were 4231 significantly regulated genes (adjusted *p*‐value <0.05) including 1878 upregulated and 2353 downregulated genes (top 100 genes are listed in Tables S3 and S4). 

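The authors' deposited table lists 33924 genes, of which 25517 have a log2 fold change and 25210 a p-value. The paper gives the number 33924 for transcripts mapped in its rRNA-depleted libraries. With adjusted p-values recomputed over 18196 genes, 4235 genes differed between the age groups at an adjusted p-value under 0.05. Of these, 2351 were higher in aged RPE/choroid and 1884 were lower, and 6112 genes had an unadjusted p-value under 0.05. The authors' own adjusted p-values in the authors' deposited table call 4231 genes, of which 2353 are higher in aged and 1878 are higher in young RPE/choroid. Both sets of calls share 4194 genes. The alternative that moved the count most added an absolute log2 fold change of at least 1 to the threshold and left 1287 genes. Among called genes with a mean normalized count of at least 100, the largest increase with age was in Cd5l, with a log2 fold change of 8.04 (standard error 0.23) in the authors' deposited table after the sign was turned. Atp6v0d2 and Lyz1 followed with log2 fold changes of 6.37 and 5.81 in the authors' deposited table, then Ighg with 5.65 and Cd200r4 with 5.63. The largest decrease was in H19, a noncoding RNA, with a log2 fold change of -3.41 (standard error 0.16) in the authors' deposited table. Frem2 (-2.63), Kera (-2.60), Col1a1 (-2.54) and Grem1 (-2.40) followed. Whether the values of the age groups overlap in these 10 genes could not be examined without values per library.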

Differential gene expression showed a strong correlation (Pearson's *R* = 0.8) between rRNA‐depleted and poly(A)‐enriched libraries (Figure S2b). 

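Gene families were fixed by gene symbol in place of gene ontology terms. The immune family took in chemokines, interleukins, interferon-induced genes, major histocompatibility genes, Toll-like and Fc gamma receptors, tumor necrosis factor family genes, interferon regulatory factors and complement genes, with Lyz2, Tyrobp, Ctss, S100a8 and S100a9. The extracellular matrix family took in collagens, laminins, fibrillins, fibulins, lysyl oxidases, Adamts proteases, thrombospondins and matrilins, with Fn1, Eln, Sparc, Postn, Tnc and the proteoglycans Bgn, Dcn, Lum, Fmod, Ogn, Acan and Vcan. Among the 235 tested immune genes the median log2 fold change was 0.59, and 116 were called higher and 15 lower in aged RPE/choroid. Among the 97 tested extracellular matrix genes the median log2 fold change was -0.78, and 7 were called higher and 62 lower. Random lists of as many genes matched on abundance had medians between -0.11 and 0.02 for the first family and between -0.07 and 0.10 for the second, as the range that held 95% of 10000 lists. The limma camera test on the Wald statistics with an inter-gene correlation of 0.01 gave adjusted p = 8.08e-24 for the immune family and adjusted p = 6.50e-19 for the extracellular matrix family over the 19 sets tested. With an inter-gene correlation of 0.05, the alternative that moved these p-values most, both adjusted p-values were 5.30e-07. The correlation between genes could not be estimated and the fry test could not be run without values per library. Of the 100 genes with the smallest p-value among those called higher in aged RPE/choroid, 19 were immune genes (Fisher's exact test, two-sided, odds ratio 19.4, p = 3.25e-17, adjusted p = 8.67e-17) and 0 were extracellular matrix genes. Of the 100 genes called lower, 17 were extracellular matrix genes (Fisher's exact test, two-sided, odds ratio 46.1, p = 2.42e-21, adjusted p = 1.94e-20) and 0 were immune genes. The immune genes among the first were H2-M2, Il7r, Ccl8, Cxcr6, Lyz2, C3, Tyrobp, Tlr8, Tlr7, H2-Q7, Tlr13, Fcgr2b, Fcgr3, H2-Eb1, C1qb, Tnfrsf1b, H2-D1, C1qc and C1qa. With the genes ranked by log2 fold change instead, the numbers were 13 immune and 16 extracellular matrix genes.

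**Figure D1:**
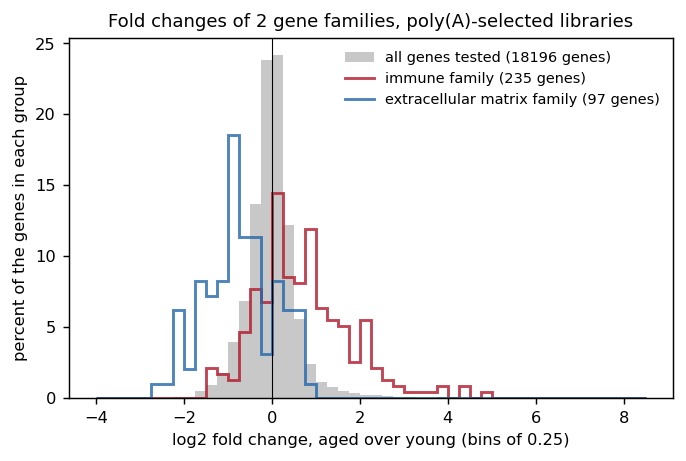
Log2 fold change, aged over young, of the tested genes, the immune family and the extracellular matrix family, in bins of 0.25. The y-axis gives the percent of the genes of each group, and the family medians lie at 0.59 and -0.78.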

GO analysis of the top 100 up‐ and down‐regulated genes from the poly(A)‐enriched libraries revealed that aged RPE harbored increased expression of immune‐inflammatory mediators, coupled with downregulation of genes critical to extracellular matrix organization and homeostasis (Figure S2c).

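Hinfp encodes a transcription factor that acts on histone gene promoters, Npat a coactivator and Casp8ap2 a further component of the histone locus body (HLB). In GRCm38, Hinfp (ENSMUSG00000032119) lies on the minus strand of chromosome 9 from 44292440 to 44305671, where a noncoding gene on the same strand overlaps it. Npat (ENSMUSG00000033054) lies on the plus strand of chromosome 9 from 53537047 to 53574342, and Casp8ap2 (ENSMUSG00000028282) on the plus strand of chromosome 4 from 32615451 to 32653265. Hinfp had a mean normalized count of 309 and a log2 fold change of -0.79 (standard error 0.20) in the authors' deposited table after the sign was turned. Its expression in aged RPE/choroid was 0.580 times that in young RPE/choroid (95% confidence interval 0.443 to 0.759, adjusted p = 0.000765 from the authors' DESeq2 Wald test). Casp8ap2 had a mean normalized count of 951 and a log2 fold change of -0.37 (standard error 0.12) in the authors' deposited table, which is a ratio of 0.776 (95% confidence interval 0.656 to 0.918, adjusted p = 0.0168 from the same test). Npat had a mean normalized count of 714 and a log2 fold change of -0.31 (standard error 0.15) in the authors' deposited table, which is a ratio of 0.808 (95% confidence interval 0.655 to 0.997). Its unadjusted p was 0.0468 and its adjusted p was 0.142, so Npat was not called. Of the 11 HLB components drawn in Figure 2i, 10 were abundant enough to be tested, and 2 of these, Hinfp and Casp8ap2, were called. The number was also 2 when adjusted over the list alone, where Npat had an adjusted p of 0.154. The other 7 tested components had log2 fold changes between -0.24 and 0.42 and adjusted p-values of 0.161 or more. After a trend of the fold changes with transcript length and GC content was removed, which was chosen after seeing the data, Hinfp kept its call with adjusted p = 0.00341 and Casp8ap2 lost it with a log2 fold change of -0.12 and adjusted p = 0.525. With scaling to library totals, approximated by 1 shift for all genes and also chosen after seeing the data, 5 components were called, Npat among them with adjusted p = 0.0212. The shift lowers the log2 fold change of every gene by the same amount, so lower genes gain calls by its construction. From lower expression of Hinfp, Npat and Casp8ap2, together with its qPCR (Figure 2j), the paper proposes that the loss of histones in aging RPE may be attributed to the downregulation of HLB components.

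**Figure D2:**
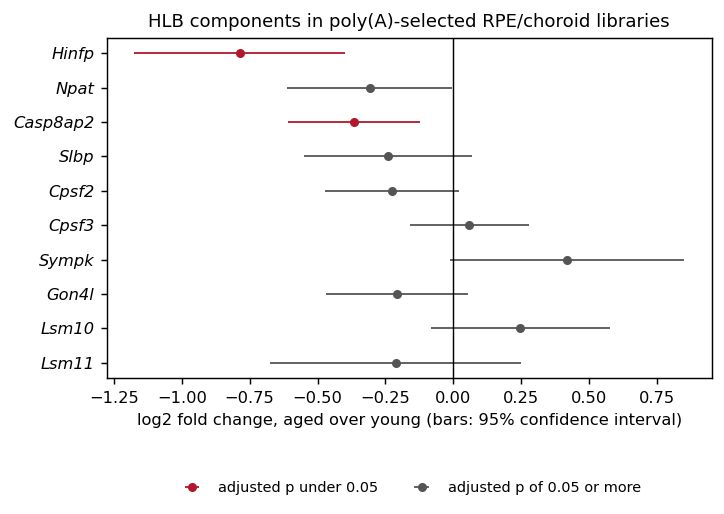
Log2 fold change, aged over young, of the 10 tested HLB components, with bars for the 95% confidence interval. Hinfp and Casp8ap2 have an adjusted p-value under 0.05, and the interval of Npat ends just below 0.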

In further transcriptomic analyses of histone regulatory genes, we discovered that expression of requisite HLB components including *Hinfp*, *Npat*, and *Casp8ap2*, were significantly decreased in aged RPE/choroid (Figure 2i). Validation by qPCR again showed downregulation of *Hinfp* (0.70‐fold change), *Npat* (0.81‐fold change), and *Casp8ap2* (0.86‐fold change) expression in aged mouse RPE/choroid (Figure 2j). Thus, the reduction in histones observed in aging RPE may be attributed to the downregulation of HLB complex components revealing a novel therapeutic target for age‐related retinal diseases.

### 3.3 *HINFP* knockdown induced global histone loss and senescence in human RPE cells

With our discovery of core and linker histone deficiency in the aged mouse RPE, we next investigated whether histone depletion could initiate the early onset of aging and senescence in primary hRPE cells in vitro. The challenge of studying histone depletion arises from the vast number of genes encoding each histone protein. To overcome this challenge, we targeted HINFP, a key component of the HLB complex involved in the regulation of histone transcription. The rationale for targeting HINFP stems from the critical role played by HINFP as a transcriptional endpoint factor and is recruited directly to specific recognition sites of histone promoters (Miele et al., 2005; Mitra et al., 2003). We utilized siRNA‐mediated knockdown (KD) of *HINFP* in early passage hRPE cells (P3‐4) and confirmed the downregulation of *HINFP* expression by qPCR and Western blot analysis (Figure 3a, b). *HINFP* KD in hRPE cells resulted in significant downregulation of all assayed core and linker histone isoforms (Figure 3c). Notably, protein levels of core and linker histones displayed a substantial downregulation ranging from 40% to 90% in *HINFP* KD cells with histone H1 exhibiting the most prominent reduction (Figure 3d, e). To explore the impact of *HINFP* KD on cell proliferation, we performed MTS assays which exhibited significantly reduced proliferation of hRPE cells following *HINFP* KD (Figure 3f). *HINFP* KD cells exhibited early signs of aging and senescence with upregulation of SASP markers (*CCL5*, *CXCL8*, *IL6*, *MMP3*, *and MMP12*) (Figure 3g) and harbored significantly increased numbers of senescence‐associated β‐galactosidase (SA‐β‐Gal) positive cells compared to the control group (Figure 3h). These data establish that HINFP is the master regulator controlling the transcription of all histones in RPE and that HINFP‐mediated histone loss induced accelerated aging and senescence in RPE cells in vitro as evidenced by reduced proliferation, upregulation of SASP markers, and an increased number of SA‐β‐Gal positive cells.

**FIGURE 3:**
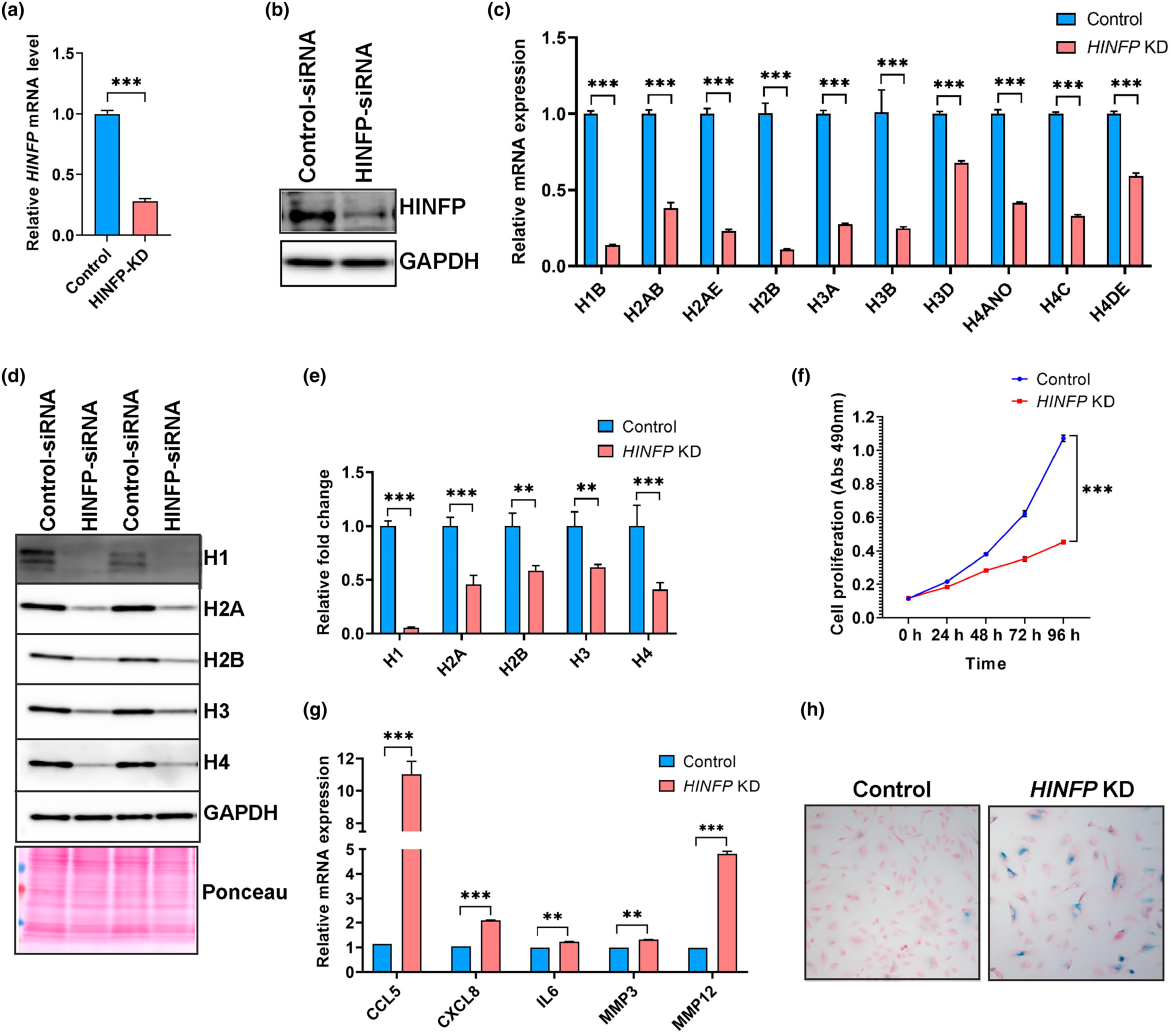
Reduced histone levels and accelerated hRPE senescence after *HINFP* knockdown. (a) Evaluation of relative *HINFP* level by qPCR in hRPE cells treated with control‐ and HINFP‐siRNAs. (b) Western blot of *HINFP* siRNA‐treated hRPE cells showed a significant knockdown of HINFP compared to scramble siRNA‐treated controls. (c) qPCR analysis of selected histone isoforms in control and *HINFP* KD hRPE cells (*n* = 3 isolates). (d) Representative images of Western blot analysis of histones H1, H2A, H2B, H3, H4, and GAPDH loading control in *HINFP* KD and control hRPE cells. Ponceau‐S stained blot indicated equal sample loading. (e) Densitometry analysis showed a significant loss of core and linker histones in hRPE cells treated with *HINFP* siRNA compared to scramble siRNA‐treated controls (*n* = 3 isolates). (f) MTT assay was used to measure cell proliferation in control and *HINFP* KD hRPE cells. The results are shown as the mean ± SD of three independent experiments performed in triplicate. (g) SASP markers were analyzed by qPCR analysis in control and *HINFP* KD hRPE cells. (h) Representative images of control and *HINFP* KD hRPE cells showing cellular senescence by SA‐β‐Gal staining (blue) and eosin counterstain (red). GAPDH was used for normalization and results were presented as mean ± SEM in a, c, e, and g. Statistical analysis was performed using either Mann–Whitney *U* test as in c, e, or unpaired *t*‐test as in a, f, and g (*p < 0.05, **p < 0.01, ***p < 0.001, ns: nonsignificant).

### 3.4 Downregulation of histone expression with replicative aging of hRPE cells

Passage‐mediated replicative aging of cells has been widely used as an in vitro model for aging (X. F. Wang et al., 2004). Here, we studied the effects of replicative aging on histone expression in primary hRPE cells. Early passage (P3‐P4) hRPE cells (*n* = 3 isolates) were grown to 70%–80% confluence, repeatedly trypsinized, and subcultured at a 1:4 ratio, until the cells reached replicative exhaustion. The population doubling level (PDL) for each passage was estimated by taking two PDLs per passage (Matsunaga et al., 1999), and by PDL 46–50, all hRPE isolates ceased cell division and entered senescence. To assess the impact on cell proliferation, the MTS assay was performed using hRPE cells (n = 3) from early (PDL 10–12), late (PDL 34–40), and senescent (last PDL) cells at various time points (0, 24, 48, 72, and 96 h). Comparing hRPE cells at later PDLs to early PDLs, we observed that cells at late PDLs had decreased cell proliferation while senescent cells showed no proliferation (Figure 4a). Moreover, senescent cells exhibited markedly different morphology with flattened and elongated cells compared with early PDLs, yet maintained their RPE phenotype as they stained positive for RPE65, a classical RPE marker (Figure 4b). The onset of senescence in hRPE cells was accompanied by the increased secretion of SASP factors, including proinflammatory cytokines (*CXCL8* and *CCL5*), interleukins (*IL1b* and *IL6*), and extracellular matrix components (*ICAM1*, *MMP3*, and *MMP12*) (Figure 4c). Furthermore, SA‐β‐Gal staining of early, late, and senescent RPE cells showed a substantial increase in SA‐β‐Gal activity in senescent cells corresponding to increased lysosomal enzymes (Figure 4d). The percentage of SA‐β‐Gal positive blue stained cells was ~7% in the early passage and this dramatically increased to ~25% in the late passage and >95% in senescent cells (Figure 4d). Analysis of histone expression across early, late, and senescent cells revealed a distinct signature of downregulation for various histone isoforms (Figure 4e). Western blot and densitometry analysis revealed that all core and linker histones progressively declined in aging cells with a significant loss of all five histones in senescent cells (Figure 4f, g). Our results demonstrated a gradual loss of histone expression and acquisition of SASP phenotype by hRPE following replicative aging highlighting an intricate interplay between histone expression profiles and cellular senescence in hRPE cells.

**FIGURE 4:**
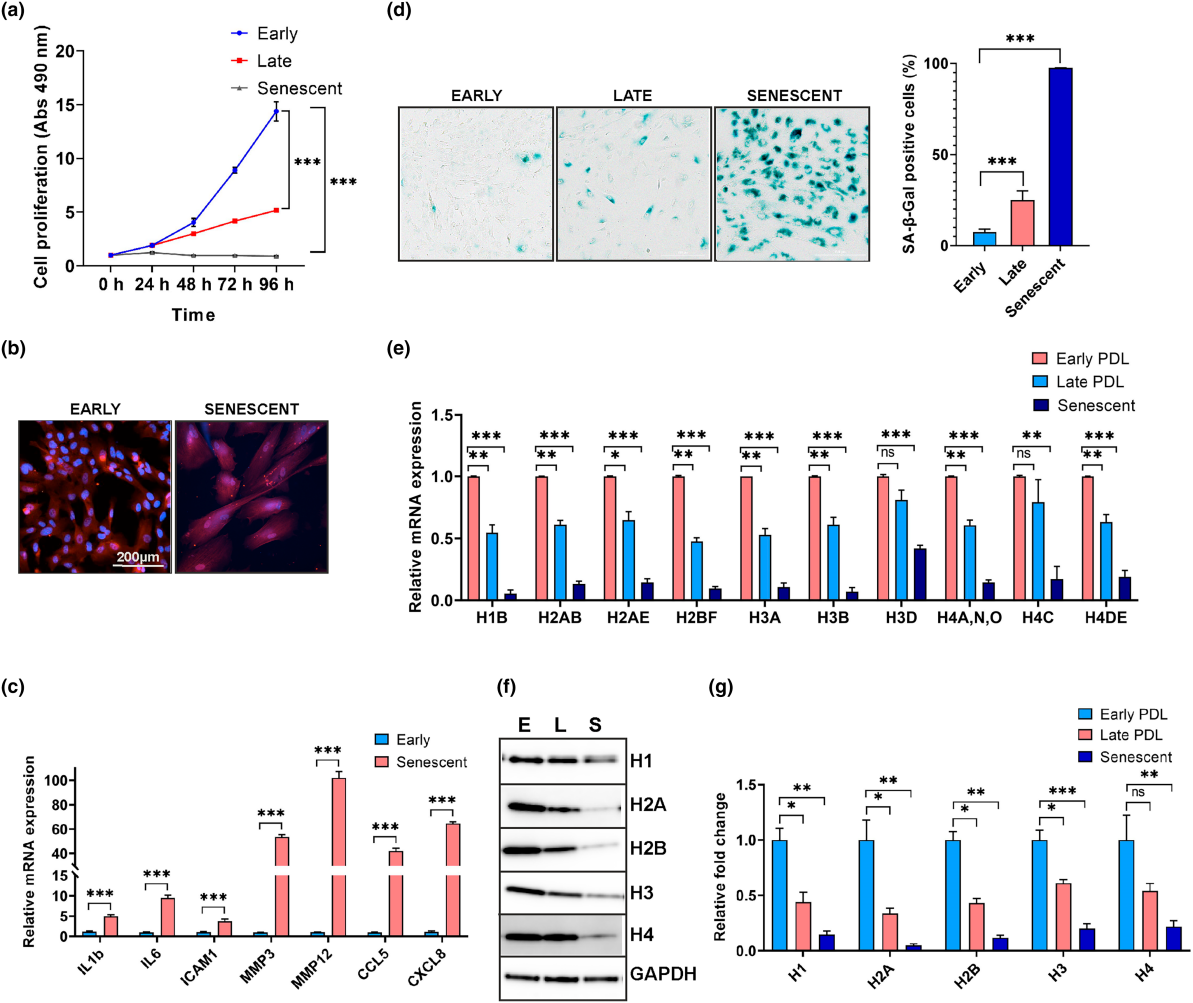
Evaluation of histones in the replicative senescence model of human RPE. (a) Cell proliferation rates of hRPE isolates (*n* = 3) in early (e), late (L), and senescent (S) cells were measured using MTT assay. (b) Representative fluorescence images showed localization of RPE65 (Red) in the cytoplasm of hRPE cells with Hoechst‐positive (Blue) nucleus in both E and S cells. (c) SASP markers were analyzed by qPCR and normalized with GAPDH. (d) SA‐β‐Gal activity in hRPE cells from E, L, and S passages. SA‐β‐Gal cells in three random fields were quantified with results expressed as a percentage of stained cells in total cells counted. (e) qPCR analysis of histone isoforms from E, L, and S hRPE cells (*n* = 3). (F and G) Western blot and densitometry analysis showed progressive loss of all five histones in L and S cells compared to E hRPE cells. GAPDH is used for normalization in c, e, and g. Data are presented as the mean ± SEM in a, c, d, e, and g. Statistical significance was assessed using unpaired t‐test (*p < 0.05, **p < 0.01, ***p < 0.001, ns: nonsignificant) in a, c, d, e, and g.

### 3.5 Histone expression in human RPE decreases with age

Next, we sought to correlate our findings of histone depletion in aged mouse RPE with human RPE. We examined formalin‐fixed paraffin embedded (FFPE) human sections from young (5–13 y.o.), adult (36–48 y.o.), and aged (60–82 y.o.) normal donor eyes to determine expression levels of histones confirmed by qPCR validation of mouse RPE/choroid transcriptome data (H1, H2B, H3, and H4). Immunohistochemistry for these histones revealed a significant loss of expression in the RPE of aged tissues compared to young and adult RPE with isotype labeling revealing no detectable immunostaining (Figure 5). Neural retinal expression of histones could not be rigorously examined in human sections due to separation of the retinal layers on the precious young human eyes. Collectively, the data establish for the first time that histone expression is significantly decreased in the aged human RPE.

**FIGURE 5:**
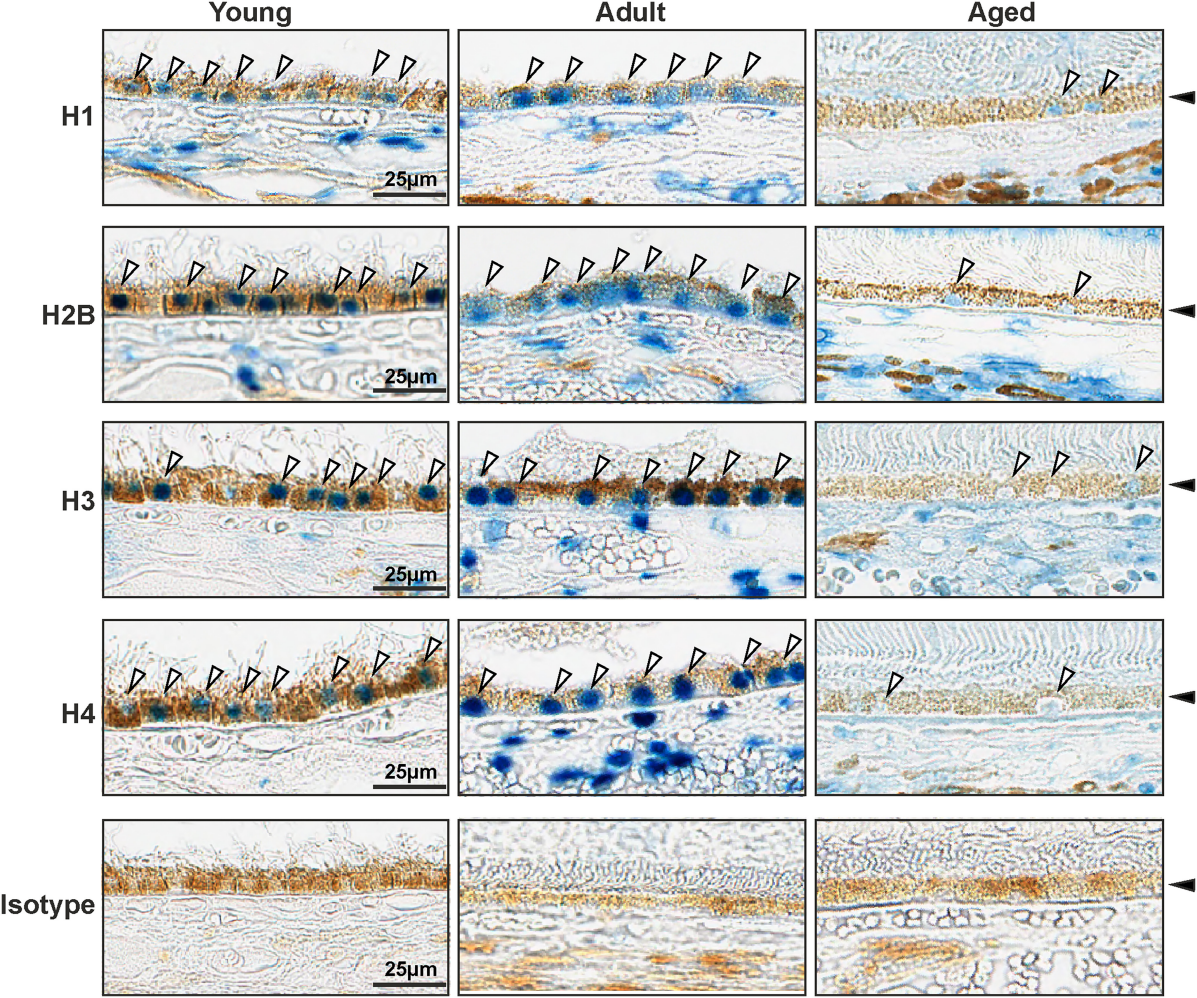
Immunohistochemical analysis of histone expression in the human RPE tissue. (a) Immunostaining for histone H1, H2B, H3, and H4 on FFPE human eye sections (*n* = 2 young; *n* = 3 adult; *n* = 3 aged, representative of 5–13 y.o., 36–48 y.o., and 60–82 y.o. eyes shown) demonstrated markedly decreased expression of histones (white arrows) in the RPE layer (solid black arrow) of aged compared to young and adult donor eyes. Isotype controls showed no staining. Scale bar 25 μm.

### 3.6 Aging impacts global histone acetylation in the mouse RPE

Given the depletion of histones in aged mouse RPE, we then evaluated global histone acetylation levels, as acetyl‐histone modifications are a critical PTM for epigenetic control of transcription and silencing. Acetyl marks on histones H3 and H4 are more conserved and stable compared to acetyl marks on histones H2A and H2B (Talbert & Henikoff, 2017). Thus, we measured Pan‐acetyl H3 (H3K9ac + H3K14ac + H3K18ac + H3K23ac + H3K27ac) and pan‐acetyl H4 (H4K5ac + H4K8ac + H4K12ac + H4K16ac) levels in whole cell lysates from young and aged mouse RPE/choroid and neural retina by Western blot (Figure 6a, b). Densitometry analyses revealed significantly decreased pan‐acetyl H3 and ‐acetyl H4 levels in aged mouse RPE/choroid (Figure 6a), whereas pan‐acetyl H3 and ‐acetyl H4 levels in the neural retina of young and aged mice remain unchanged (Figure 6b).

**FIGURE 6:**
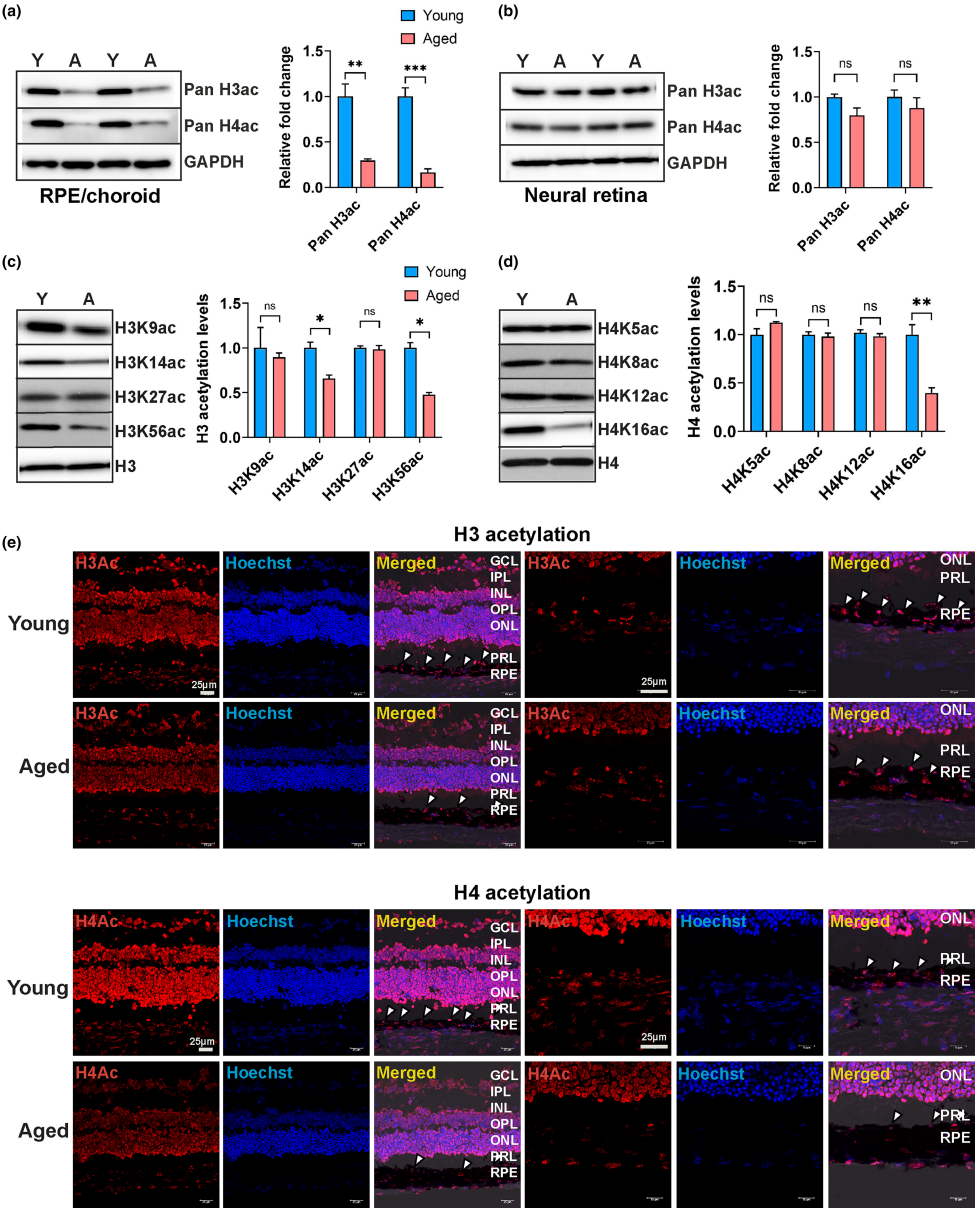
Acetylated histone H3 and H4 levels in RPE/choroid of young and aged mice. (a) Representative Western blots of RPE/choroid cell lysates from young and aged mice showing pan‐acetyl H3, pan‐acetyl H4, and GAPDH loading control. Densitometry values for H3ac and H4ac showed significant depletion of acetylation in aged RPE/choroid (*n* = 4–6 per group). (b) Western blots of pan‐acetyl H3, pan‐acetyl H4, and GAPDH from retinal cell lysates of young and aged mice. Densitometry values for H3ac and H4ac showed no significant changes in acetylation levels between young and aged neural retinas (*n* = 4–6 per group). (c and d) Western blots of histone extracts using acetyl‐specific antibodies show the acetylation status of H3K9/K14/K27/K56 (c) and H4K5/K8/K12/K16 (d) in RPE/choroid of young and aged mice. Densitometry analysis of Western blots for specific acetylation marks on H3 and H4 showed a significant loss of acetylation at H3K14/K56 and H4K16 marks (*n* = 3–4 per group). (e) Representative fluorescence images of H3 and H4 acetylation in RPE of young and aged mice. Staining for pan‐H3ac and ‐H4ac (red) was stronger in the RPE (white arrows) of young mice compared to aged mice. Nuclei are stained with Hoechst (blue) in both young and aged retina. Merged images of overlapping red and blue channels with brightfield showed localization of H3ac and H4ac in the RPE layer. Scale bar: 25 μm. Data were normalized to GAPDH (in a and b), H3 (in c), and H4 (in d). Statistical testing was performed using the unpaired *t*‐test (*p < 0.05, **p < 0.01, ***p < 0.001, ns: nonsignificant) and data were presented as mean ± SEM.

To further quantify transcriptionally important specific acetyl marks on H3 and H4, histone extracts were prepared from RPE/choroid (*n* = 3–4 per group) of young and aged mice followed by immunodetection using Western blot. For these assays, we loaded an equal amount of histone extract which normalized the effect of the observed H3 and H4 losses in aged RPE and allowed H3 and H4 to serve as a loading control. Western blot and densitometry revealed a significant decrease in H3K14ac, H3K56ac, and H4K16ac marks in aged mouse RPE/choroid while no observable change in acetylation levels was observed at H3K9ac, H3K27ac, H4K5ac, H4K8ac, and H4K12ac (Figure 6c, d). Immunofluorescence studies of retinal sections of young and aged mice confirmed the loss of pan‐acetyl H3, pan‐acetyl H4 (Figure 6e), and an important lysine acetyl‐histone mark, H4K16 (Figure S3) identifying a novel signature of histone acetylation in aged mouse RPE.

Next, we interrogated the expression of histone acetyltransferases (HATs) and histone deacetylases (HDACs) which are responsible for the addition and removal of acetyl groups on histone proteins, respectively. 

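The paper's text does not name the libraries behind Figure S4, which draws 17 HATs and 18 HDACs. In the poly(A)-selected libraries each of the 35 genes was abundant enough to be tested, with mean normalized counts between 92.8 and 7649. Sirt4 (ENSMUSG00000029524) lies on the minus strand of chromosome 5 of GRCm38 from 115478010 to 115484725. It had a mean normalized count of 446 and a log2 fold change of -0.63 (standard error 0.19) in the authors' deposited table after the sign was turned. Its expression in aged RPE/choroid was 0.647 times that in young RPE/choroid (95% confidence interval 0.502 to 0.834, adjusted p = 0.0055 from the authors' DESeq2 Wald test). Sirt4 was the 1 gene of the 35 called over all genes tested and the 1 gene called when adjusted over the list alone. The other 34 genes had log2 fold changes between -0.38 and 0.30, and the lowest adjusted p-value among them was 0.0692, for Hdac6. Among these 34 genes, 4 had an unadjusted p-value under 0.05. The median standard error of the 35 genes was 0.13 on the log2 scale. The median log2 fold change was 0.06 over the HATs and -0.12 over the HDACs. Scaling to library totals, the alternative that moved the count most, called 9 of the 35 genes, all lower in aged RPE/choroid. It was approximated by 1 shift that lowers every log2 fold change by 0.13 and was chosen after seeing the data. Lower genes gain calls by its construction, so their direction carries no information.

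**Figure D3:**
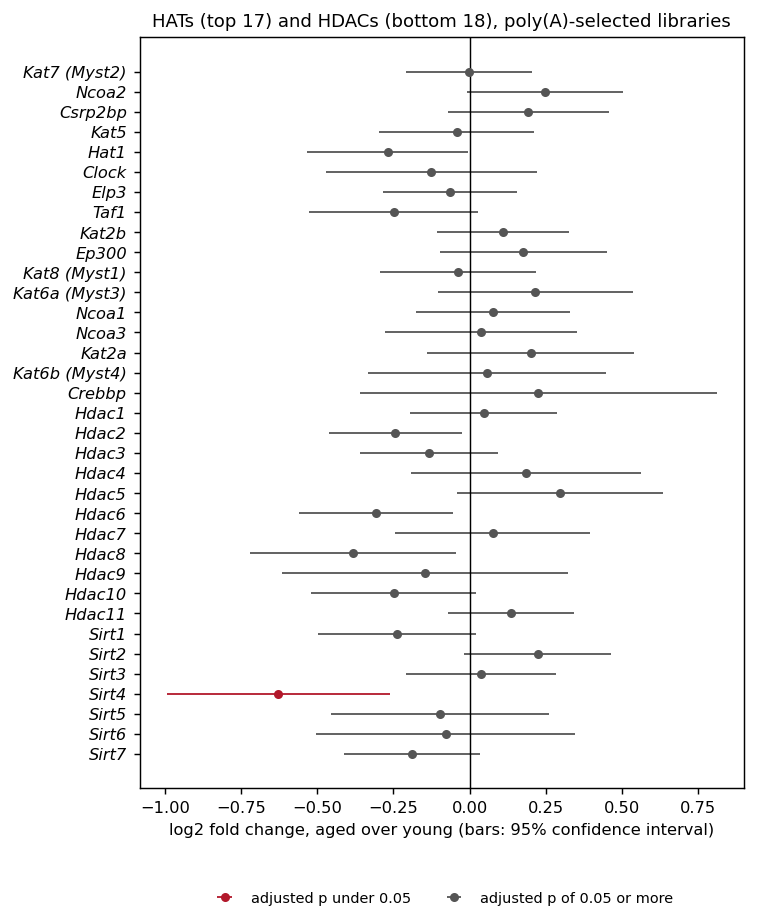
Log2 fold change, aged over young, of 17 HATs and 18 HDACs, with bars for the 95% confidence interval. Sirt4 has an adjusted p-value under 0.05 and the other 34 genes do not.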

We compared a list of HATs and HDACs from our transcriptome data (Figure S4a,b) and discovered that expression levels of HATs and HDACs are not significantly altered by aging except for *Sirt4*, a mitochondrial deacetylase involved in deacetylating nonhistone substrates (Zhu et al., 2014). Furthermore, we conducted fluorescence‐based HDAC activity assays using aged and young mouse RPE/choroid tissue lysates and found no significant difference in HDAC activity between the groups (Figure S4c). These findings suggest that expression and activity of HDACs remain unaffected by aging in RPE/choroid. Together, our study provides substantial evidence linking histone loss and hypoacetylation of histones in the aged mouse RPE and sheds light on the potential epigenetic mechanisms underlying age‐related loss of RPE cell viability and function.

## 4 DISCUSSION

Epigenetic studies of aging mammalian tissues and other cellular models have revealed a common theme including dysregulated histone expression profiles with increased variant levels, altered histone PTM marks, and evidence of significant chromatin remodeling (Pal & Tyler, 2016; Sen et al., 2016). Tight regulation of histone expression is essential to maintain chromatin structure and appropriate gene expression profiles critical to cell viability and function. In the current study, we examined the expression profile of core and linker histones in the RPE/choroid of young and aged mice, and our results demonstrated an age‐related depletion of all five histones in the RPE (Figure 1a, b, e, and Figure S1). Histone loss with age is observed across various organisms, from yeast to mammals, underscoring its significance in aging (Feser et al., 2010; Kim et al., 2021; Liu et al., 2013). A previous study in aging quiescent muscle stem cells showed a reduction of approximately 40% in histone expression (Liu et al., 2013), comparable with our observations of ~40%–55% histone loss in aging RPE (Figure 1b). A subsequent study of aged human proliferating naive CD4+ T‐cells also showed reduced histone expression causing a delayed cell cycle progression through the S‐phase (Kim et al., 2021). The postmitotic nature of the RPE layer in the eye makes it a valuable model for studying the impact of histone level reduction on genome organization and cellular pathways in terminally differentiated cells. Importantly, downregulation of histones was unique to the aging RPE, as the neural retina maintained a robust expression of all the histones interrogated in aged mice. The RPE provides critical trophic support to the neural retina via visual cycle processing, nutrient exchange, and phagocytosis. Given the multiple highly demanding cell functions, it is very susceptible to aging, as demonstrated by recent single‐cell transcriptomic data from young and aged eyes of nonhuman primates (S. Wang et al., 2021). Our data suggest that histone deficiency in the aging RPE may be an initiating event for loss of RPE cell viability and declining retinal function with age and other age‐related retinal diseases.

It is critical to note that the neural retina is a complex, multilayered structure, and our current study did not include an analysis of histone gene expression levels in individual layers of the neural retina. The neural retina mainly consists of three distinct cellular populations, retinal ganglion cells (RGCs), interneurons, and the light‐sensitive photoreceptors (PRs). The PR layer relies heavily on the RPE for structural and functional integrity. It is essential to acknowledge that RPE atrophy precedes PR cell loss in AMD, as demonstrated by previous studies (L. Chen, Messinger, et al., 2020; Christenbury et al., 2013). However, the current study focused on age‐related cellular senescence of the RPE and did not delve into the effects of RPE senescence on PR cell viability. This aspect will be investigated in our future work.

Canonical histones are synthesized during the S‐phase of the cell cycle and rapidly transferred onto the growing DNA strand. By contrast, histone variants are synthesized throughout the cell cycle and can replace the canonical histones, thereby driving chromatin differentiation (Henikoff & Smith, 2015). Multiple studies have reported the substitution of canonical histones by histone variants during aging leading to changes in the epigenetic landscape (Kreiling et al., 2011; Stefanelli et al., 2018). The histone isoform variant H3.3 is known to replace canonical histones H3.1 and H3.2 during aging, and accumulation of H3.3 was observed in aged mouse neurons and other tissues such as the liver, kidney, brain, and heart (Maze et al., 2015; Tvardovskiy et al., 2017). In our study, we did not observe significant changes in the expression of H3.3 variant genes (*H3f3a* and *H3f3b*) between young and aged RPE/choroid (Table S1). Other histone variants like *H2afy2*, *Hist1h2bk*, and *H1f0* were reported to accumulate in various aging cells and animal models (Contrepois et al., 2021; Kreiling et al., 2011; Sekeri‐Pataryas & Sourlingas, 2007; Zhang et al., 2005). Yet, our data demonstrated lower expression of these isoforms in the aged RPE (Figure 2f). In light of previous studies, our results strongly suggest that any changes in histone abundance and nucleosome composition associated with aging occur in a cell type‐specific manner and that the aged RPE develops a unique histone expression signature. Aged RPE also develops increased SASP secretion and a propensity for pro‐inflammatory gene expression which are known factors of tissue aging (Figure 2c,e). Lastly, we performed immunostaining experiments on aged and young human eyes to examine core and linker histone protein levels in the posterior segment. These data clearly demonstrated decreased expression of histones in the RPE of aged individuals corroborating the results from our aged mouse model (Figure 5).

Histone proteins typically have highly stable half‐lives spanning from several days to months depending on the rate of cell proliferation and the differentiation status of the cells (Mathieson et al., 2018). We investigated the factors influencing histone gene transcription to understand potential molecular mechanisms underlying histone depletion in aged RPE. Our analyses focused on the proteins central to the organization of HLBs and identified that *Hinfp*, *Npat*, and *Casp8ap2* were significantly downregulated in aged RPE/choroid (Figure 2i). Previous studies have established that the precise organization of the transcriptional machinery regulating histone gene expression depends on the recruitment and functional fidelity of the cyclin‐E/CDK2/NPAT/HINFP pathway at the HLBs (Miele et al., 2005). Specifically, HINFP has been identified as a critical player in this pathway and directly binds to the histone gene promoter to mediate the recruitment of NPAT to the HLB complex (Ghule et al., 2014; Miele et al., 2005). Therefore, we predicted that targeting this upstream regulator of histone biosynthesis would singularly disrupt the vast array of histone genes in RPE. The hRPE *HINFP* KD cell lines were deficient in all core and linker histones and exhibited reduced cell proliferation (Figure 3c–f). Other studies have reported that the loss of HINFP and NPAT can lead to the deregulation of histone gene expression which has many implications on cell cycle progression and viability (Di Fruscio et al., 1997; Ghule et al., 2014). Nevertheless, such an extensive impact of knockdown of *HINFP* on the expression of all histones has yet to be demonstrated in human cells. While siRNA‐mediated knockdown of *HINFP* in HEK‐293 cells only decreased expression of H4 and two variants of H1, H1.X, and H1.0, the same study showed Drosophila carrying *Hinfp* mutants experienced a reduction of approximately 50% in core histones H2A, H2B, H3, and H4 along with significant depletion of histone H1 by 95% (Nirala et al., 2021). Several studies in mouse models suggested Hinfp is mainly involved in the regulation of the histone H4 genes and that Hinfp‐mediated positive regulation of histone H4 is essential for cell cycle progression in human embryonic stem cells and early mouse embryonic development (Ghule et al., 2008; Miele et al., 2005; Mitra et al., 2003; Xie et al., 2009). Our data provides the first in vitro evidence of *HINFP* globally regulating the expression of histones in human cells. Furthermore, KD of *HINFP* in hRPE cells had multiple deleterious effects including significant loss of cell viability and induction of senescence with upregulated expression of β‐Gal and SASP factors (Figure 3f–h).

We employed serially passaged hRPE cells as an in vitro model to investigate the histone expression changes with aging (Dubey et al., 2023). These experiments showed that RPE cells that reached replicative limits had reduced histone levels, cell proliferation, and upregulation of SASP markers (Figure 4a–g). A study using human diploid fibroblasts (HDFs) as a model for replicative senescence documented a significant reduction of 43%–47% in histones H3 and H4 during late passages, primarily attributed to stress signals associated with telomere shortening. Intriguingly, there was no downregulation of histone H1 in HDFs, indicating that chronic replicative stress selectively affected H3 and H4 histones (O'Sullivan et al., 2010). By contrast, our in vitro data shows ~55% and ~ 85% linker histone H1 loss in late and senescent cells, respectively (Figure 4g). These observations highlighted the specific localization of epigenetic changes to distinct cell types and tissues within an organism.

Given the depletion of histones observed in aged RPE/choroid, we examined the status of histone acetylation, a PTM critical for gene activation and silencing in the cells. Mechanisms of histone acetylation/deacetylation are poorly understood in the RPE in the context of aging. We discovered the loss of global H3 and H4 acetylation in aged RPE coupled with a specific signature of decreased acetyl‐histone marks including H3K14, H3K56, and H4K16 positions (Figure 6a,c–e). This finding aligns with recently reported histone loss and hypoacetylation in aging T‐cells (Kim et al., 2021). Hypoacetylation can lead to chromatin reorganization, and the formation of senescence‐associated heterochromatin foci has been observed in mammalian cells (Contrepois et al., 2012; Zhang et al., 2005). Specific acetylation marks likely have varying roles in regulating aging and lifespan across species and even within different tissues of an organism (Yi & Kim, 2020). For instance, in aged mouse hepatocytes, there is a depletion of H3K14 acetylation, whereas this mark is hyperacetylated in mouse oocytes during both in vivo and in vitro postovulatory aging. Similarly, aged yeast cells were found to have H3K56 hypoacetylation but H4K16 hyperacetylation (Dang et al., 2009). H4K16ac is a critical acetylation mark on H4 that plays a central role in chromatin compaction, gene expression regulation, response to stress, and DNA damage repair. The modulation of H4K16 acetylation significantly impacts age‐related gene expression of the organism, as evidenced in yeast and cellular senescence (Dang et al., 2009; Kozak et al., 2010). Our data provides the first evidence that H4K16 deacetylation is a unique marker to the aging RPE, indicating a potential epigenetic regulatory role in both aging and age‐related retinal diseases. While we did not detect significant loss of HAT and HDAC expression or HDAC activity in aged mouse RPE/choroid, we did observe a downregulatory trend in the expression of HDAC‐2, −6, −8, −10, and Sirt‐1, −7 via RNA‐seq (Figure S4).

In conclusion, this extensive investigation provides an intricate insight into the epigenetic landscape of the aging RPE characterized by significant downregulation of histones, a unique histone expression profile, and a novel signature of histone acetylation. Our in vitro experiments further corroborate these findings, demonstrating that human RPE cells undergoing replicative aging experience reduced levels of histones and enter senescence in later passages. Similarly, aged human eyes exhibit significantly lower histone expression in the RPE layer. Our future studies will investigate the impact of in vitro chronological aging in human RPE on histone expression and cellular senescence. While our investigation primarily focused on the transcriptional regulation of histone biosynthesis through the targeted knockdown of *HINFP*, it is crucial to conduct further research to unravel the intricate molecular cascade involved in modulating histone levels in aging RPE. Histone levels in cells are regulated at multiple levels via transcriptional factors and degradation pathways. The downregulation of transcriptional regulatory factors identified in this study could partially account for the reduced histone levels detected in aged RPE. Thus, further investigation into pathways responsible for histone mRNA and protein degradation is warranted to fully comprehend the underlying mechanisms contributing to this phenomenon. Additionally, the exploration of other histone PTMs, such as methylation, phosphorylation, and ubiquitinoylation, is needed and an area of ongoing investigation. These PTMs are also critical for genomic stability and cell viability and may adversely affect the normal stoichiometry of histones themselves. It is evident from our analyses that the induction of SASP markers, both in vivo and in vitro, is a conserved hallmark of aging in RPE. It is important to acknowledge that our understanding of nucleosome loss during aging and the consequences of histone overexpression on lifespan extension predominantly stems from studies in yeast models highlighting the need for comprehensive studies in mammalian models (Feser et al., 2010; Hu et al., 2014). Recent studies in mammalian models have shown the potential restoration of histone expression by using pharmacological compounds such as rapamycin, metformin, and resveratrol (C. Lin et al., 2020; Lu et al., 2021). These antiaging drugs could potentially target molecules that regulate histone expression and represent an area of future investigation to determine if this approach can reverse histone depletion in the aging RPE. Potential future directions suggested by our findings include investigating alterations in histone variants, histone regulatory factors, and the impact of histone restoration in aging, as this will offer highly innovative insights into aging RPE biology and age‐related diseases. Future research should also address the critical question of whether age‐related histone alterations are a consequence of the aging process itself or actively contribute to aging, pro‐inflammatory gene expression, and cell death. Identifying histone depletion as a hallmark of RPE aging and senescence provides a novel perspective on RPE cell biology, and targeting key regulatory mechanisms of histones holds significant potential for preserving RPE cell viability in numerous age‐related retinal diseases.

## AUTHOR CONTRIBUTIONS

SKD, RD, SCP, and MEK designed research; SKD, RD, SCP, KM, KJ, JR, JA, TW, MG, AGH, and BW performed research; SKD, RD, SCP, KJ, KM, XL, JL, BW, JA, and JR analyzed data; SKD, RD, KJ, SCP, XL, JL, and MEK provided edits of the paper; SKD, RD, and MEK wrote the paper.

## FUNDING INFORMATION

This work was supported by grants from NIH NEI R01EY028206 (Mark E. Kleinman), NIH NEI K08EY021757 (Mark E. Kleinman), BrightFocus Macular Degeneration Research Award (Mark E. Kleinman), American Federation for Aging Research (Mark E. Kleinman), International Retinal Research Foundation (Sushil K. Dubey) and NEI Center Core Grant for Vision Research (NIH NEI P30EY001730; Maureen Neitz).

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Appendix S1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. All RNA‐seq sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE236221. The subseries of this dataset have been assigned the accession numbers GSE236220 (Total RNA) and GSE236219 (poly(A)‐ enriched).

# Supplementary material for: Histone deficiency and hypoacetylation in the aging retinal pigment epithelium
**Source:** Aging Cell. 2024 Feb 26;23(5):e14108. doi: 10.1111/acel.14108
**Supplement:** Supplementary file 1 — Appendix S1

**Supporting Information for**

**Histone deficiency and hypoacetylation in the aging retinal pigment epithelium**

*Running title: Histone Profiling in Aging RPE*

Sushil K. Dubey^1*^, Rashmi Dubey^1*^, Subhash C. Prajapati^2^, Kyungsik Jung^1^, Kabhilan Mohan^1^, Xinan Liu^3^, Jacob Roney^4^, Wenjian Tian^1^, Jennifer Abney^4^, Michelle M. Giarmarco^5^, Alvaro G Hernandez^6^, Jinze Liu^7^ and Mark E. Kleinman^1^

*SKD and RD contributed equally to this work

Mark E. Kleinman, Department of Surgery, James H. Quillen College of Medicine, East Tennessee State University, Johnson City, TN 37614, USA.

**Materials and Methods**

**RNA sequencing**

For RNA sequencing analysis, RPE/choroid tissue (2 eyes/sample) was collected from young and aged mice (n=3 per group). RNA extraction was performed using TRIzol reagent (Invitrogen 15596026, Carlsbad, CA) according to the manufacturer's instructions. Subsequently, RNA purification and on-column genomic DNA digestion were conducted using the Pure Link RNA Micro Kit (Invitrogen 12183016, Carlsbad, CA). The quality of RNA samples was assessed using the Agilent 2100 Bioanalyzer system (Agilent, CA), ensuring a median concentration of 25 ng/µl and RIN values >9 for library preparation. Library construction and sequencing on the Illumina HiSeq 2500 platform were carried out at the Roy J. Carver Biotechnology Center, University of Illinois, at Urbana-Champaign. To eliminate host ribosomal RNAs, the Ribo-Zero Gold rRNA Removal Kit (Human/Mouse/Rat) (Illumina MRZG12324, CA) was employed. The rRNA-depleted RNAs were converted into individually barcoded RNAseq libraries with the TruSeq Stranded Total RNA Sample Prep kit (Illumina, CA). To prevent index switching, Unique Dual Indexes (UDIs) were used for barcoding the libraries. Adaptor-ligated double-stranded cDNAs were PCR amplified for 8 cycles using Kapa HiFi polymerase (Kapa Biosystems, MA). The resulting libraries were quantitated using Qubit (ThermoFisher Scientific, MA), and the average cDNA sizes were determined with a Bioanalyzer (Agilent, CA). For accurate pooling of barcoded libraries and maximizing cluster formation in the flowcell, the libraries were diluted to 10nM and further quantitated by qPCR on a CFX Connect Real-Time qPCR system (Biorad, Hercules, CA). The pooled barcoded libraries were multiplexed and loaded onto a single lane for cluster formation and subsequently sequenced on an Illumina HiSeq 2500 platform. Libraries were sequenced from both ends of the fragments, with each end generating 100bp reads. The fastq read files were generated and demultiplexed with the bcl2fastq v 1.8.4 Conversion Software (Illumina, San Diego, CA).

**RNA-seq data mapping and analysis**

Paired-end 100-bp reads were trimmed and filtered using BBDuk (https://github.com/BioInfoTools/BBMap/blob/master/sh/bbduk.sh) and read pairs were mapped to Ensembl GRCm38 transcripts annotation (release 82), using STAR. Transcripts per million (TPM) values were quantified using Sailfish version 0.9.0 with the default parameters using paired-end mode and transformed into normalized counts using the total count method. The main source of variation in the whole transcriptome dataset was determined from the principal component analysis (PCA) of normalized read counts using the “prcomp” function in the R statistical environment (R v. 3.2.3). Differential expression analysis was performed using the Bioconductor’s DESeq2 package and the log2 fold changes, p-values and Benjamin-Hochberg-adjusted p-values (BH) were reported for each gene. A volcano plot of significantly regulated genes was created using the R package EnhancedVolcano. The correlation in gene expression between the rRNA-depleted and poly(A)-selected datasets was calculated using Pearson and visually represented through a correlation plot generated with the R package ggplot2. 

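In the poly(A)-selected libraries, an adjusted p-value under 0.05 together with an absolute log2 fold change of at least 1 was met by 703 genes higher in aged RPE/choroid and by 584 genes lower in aged RPE/choroid. With the authors' own adjusted p-values from the authors' deposited table the same thresholds give 1318 genes, 723 higher and 595 lower in aged RPE/choroid. The fold change threshold acts on moderated fold changes, which lie closer to 0 in genes with few counts than a plain ratio of means would.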

Genes with adjusted p-value < 0.05 and log2 fold changes greater than or equal to 1 were assigned as differentially expressed genes. ShinyGO (version 0.77) was used for gene ontology enrichment analysis of the top 100 differentially regulated genes (Ge, Jung, & Yao, 2020). Hierarchical clustering and heat maps were generated using the R package heatmap.2 using the log_2_ transformed normalized read counts.

**Histone extraction**

For the preparation of total histones RPE tissues or cellular pellets were resuspended in 1X of diluted Pre-Lysis Buffer (1 ml per 200 mg of tissue and 10^7^ cells/ml) and disaggregated using a hand-held homogenizer. The samples were placed on ice for 10 minutes under stirring to remove the cytosolic fractions. Subsequently, the lysate was centrifuged at 10,000 rpm for 1 min at 4°C, and the supernatant was discarded. The pellet was resuspended in 3 volumes (approximately 200 µl/10^7^ cells or 100 mg of tissue) of Lysis Buffer and incubated on ice for 30 min. Following this, the lysate was centrifuged at 12,000 rpm for 5 minutes at 4 °C to remove the nuclear membranes and the resulting supernatant was transferred to a new tube. For each sample, 0.3 volumes of Balance Buffer were added immediately to the supernatant. The concentration of histones was determined using the Rapid Gold BCA Protein Assay Kit (Pierce A53226, Rockford, IL).

**Western blotting**

Lysates were obtained by treating neural retina, RPE/choroid tissues from mice, and cultured RPE cells with 1X RIPA buffer (Thermo Scientific 89900, Rockford, IL) supplemented with protease (Thermo Scientific, A32963) and phosphatase (Thermo Scientific A32957, Rockford, IL, USA) inhibitor cocktails. The lysates were centrifuged at 12000 rpm for 10 minutes at 4°C, and the protein concentration in the supernatants was quantified using the Rapid Gold BCA Protein Assay Kit (Pierce A53226, Rockford, IL). Equal concentrations of whole cell/tissue lysates (15-25μg) or histone extracts (2-4μg) were resolved on 4–20% or 10-20% Tris-Glycine gels (Thermo Scientific XP04200BOX, Rockford, IL). The proteins were then transferred onto PVDF membranes (Millipore ISEQ00005, Burlington, MA), blocked with 5% skimmed milk in 1X phosphate-buffered saline (PBS) for 1 hour, and incubated with primary antibodies overnight at 4°C on an orbital shaker. Western blot analysis used optimized concentrations of primary antibodies listed in *SI Appendix*, Table S2. Following three washes with PBS-T, the membranes were incubated with HRP-conjugated secondary antibodies (1:5000; Invitrogen G21234, Carlsbad, CA) at room temperature for 2 hours. After three additional washes in PBS-T, the membranes were developed using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific 34580, Rockford, IL) and imaged using a gel imager (Azure Biosystems 300Q, Dublin, CA).

To ensure the uniform loading of samples in Western blot analysis, we utilized GAPDH control and Ponceau-S staining of total cell lysates. This approach was chosen over conventional nuclear protein controls, which are susceptible to variations due to aging or changes in histone levels, as evidenced by prior studies (Angelov et al., 2006; Bin Imtiaz et al., 2021; Gonzalez-Gualda, Baker, Fruk, & Munoz-Espin, 2021; Sen Gupta, Joshi, Pawar, & Sengupta, 2018).

**Immunofluorescence**

Mouse frozen eye sections were processed for immunofluorescence as described previously (Mohan et al., 2023). Following initial fixing and permeabilization, the sections were blocked in a solution containing 4% normal goat serum and 3% bovine serum albumin in 1X PBS for 1h. Sections were incubated with primary antibodies (*SI Appendix*, Table S2) for 1 hour at 37ºC, followed by detection using an appropriate fluorescent-tagged secondary antibody. The nuclei were counter-stained with Hoechst (1:10,000; Invitrogen) for 5 minutes. The following primary antibodies were used for protein detection: Histone H1, H2A, H2B, H3, H4, H3Ac, H4Ac, H4K16Ac, and Isotype (*SI Appendix* Table S2). The images were acquired at 40X magnification using the TCS SP8 confocal microscopy (Leica).

**Immunohistochemistry**

Human paraffin-embedded tissue sections from normal young, adult, and aged donors (kindly provided by Anita Hendrickson, PhD, University of Washington and NDRI) were evaluated by a board-certified ophthalmologist (M.E.K) with H&E staining and light microscopy to confirm a normal appearing posterior segment. Deparaffinization was carried out using xylene, followed by rehydration with decreasing concentrations of ethanol (100% to 95%, 70%, and 50%) for 5 minutes at room temperature for each step. Antigen retrieval was performed using citrate buffer at 114-120°C for 15 minutes. To block endogenous peroxidase activity, the slides were treated with BLOXALL endogenous blocking solution (SP-6000, Vector Lab, CA) for 10 minutes. Subsequently, blocking solution with 2.5% normal goat serum (S-1012-50, Vector Lab, CA) was applied for 30 minutes. The tissue sections were then incubated with primary antibodies targeting Histone H1, H2A, H2B, H3, and H4 (SI Appendix, Table S2) at 4°C overnight. Following this, a biotinylated goat anti-rabbit secondary antibody (BP-2000, Vector Lab, CA) was applied for 1 hour. Immunostaining was visualized by treating the sections with VECTASTAIN ABC-AP (AK-5000, Vector Lab, CA) for 30 minutes and exposing them to an alkaline phosphatase substrate solution (AP-Blue, SK-5300, Vector Lab, CA) until the desired color intensity was achieved. After dehydration, the slides were cover-slipped with VectaMount solution (H-5000, Vector Lab, CA). Imaging and analysis of the stained sections were performed using an Aperio CS2 Scanner (Leica) and Aperio ImageScope software (Leica).

**qPCR**

Total RNA was extracted from hRPE cells and mice neural retina and RPE/choroid tissues as described previously (Mohan et al., 2023) and cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems 4368814, Lithuania) according to manufacturer’s instructions. The qPCR was performed as described previously (Mohan et al., 2023) using the primer list in Table S3 (*SI* *Appendix* Table S3). Briefly, 20ng cDNA were amplified using the Power SYBR Green PCR Master Mix (Applied Biosystems 4368706, Lithuania) and StepOnePlus Real-Time PCR System (Applied Biosystems, Lithuania). Relative gene expression changes were calculated using either GAPDH as the reference gene. The fold change was calculated by determining the ratio of mRNA levels to control values using the Δ threshold cycle (Ct) method (2^−ΔΔCt^).

**HDAC activity**

To evaluate HDAC activity, RPE/choroid tissues obtained from young and aged mice were lysed using 1X RIPA buffer. Subsequently, tissue lysates (50μg) were analyzed for HDAC activity using the BioVision fluorometric assay kit (Biovision K330, Mountain View, CA), following the manufacturer's instructions.

**Human RPE cell culture and transfection**

Human primary RPE (Lonza, H-RPE 00194987, Walkersville, MD) were cultured in RPE culture medium (RPECM, alpha-MEM plus 1% N1 Supplement, 1% Glutamine-Penicillin-Streptomycin, 1% non-essential amino acids, 250 mg/L taurine, 20 mg/L hydrocortisone, 0.013 mg/L triiodo-thyronine) containing 10% FBS. The cultures were maintained in a humidified atmosphere at 37°C with 5% CO2 and 95% air. Human RPE cells were transfected using HINFP siRNA (ThermoFisher Scientific 4392430, Assay ID s24883, MA) and scrambled-siRNA (ThermoFisher Scientific 4390844, MA) at a final concentration of 75pmol using Lipofectamine 3000 (Invitrogen L3000-015, Carlsbad, CA) as per the manufacturer's instructions.

**Cell proliferation assay**

Cell proliferation assay was performed using 96-well plates. hRPE cells were seeded at a density of 2,500 cells per well. When necessary, cells were transfected with indicated siRNAs. Cell growth was evaluated by MTS assay after culturing cells for a specified duration using The Cell Titer 96® AQueous One Solution Cell Proliferation Assay kit (MTS solution, Promega G3580, Madison, WI) according to the manufacturer’s instruction. Assays were performed in triplicates in three isolates. Results were analyzed by the Unpaired t-test and data were presented as mean± SEM.

***In* *vitro* replicative aging in hRPE cells**

The hRPE cells were maintained in RPECM containing 10% FBS. To induce replicative senescence, early passage (P 3-4) hRPE cells (n = 3 isolates) were grown to 75-80% confluence, serially passaged by repeated trypsinization and subculturing at a 1:4 ratio, until the cells ceased to divide as described before (Matsunaga et al., 1999; Wang, Cui, Nie, Prasad, & Matsubara, 2004). Population doublings (PDLs) for each passage were estimated as two PDLs per passage. Replicative senescence was demonstrated by arrested proliferation, SASP markers, and SA-β-Gal activity increase from PDLs 46-50.

**SA-β-Galactosidase assay**

β-galactosidase activity was measured using Senescence β-Galactosidase Staining Kit (Cell Signaling Technology 9860, MA) according to the manufacturer’s protocol. Briefly, hRPE cells were seeded overnight on 8-chamber glass slides in RPECM media supplemented with 10% FBS. Growth media was removed from individual chambers, and the wells were rinsed with 1X PBS. Cells were fixed with 400µl of 1X fixative solution for 15 minutes, washed twice with PBS and incubated with 400µl of 1X β-galactosidase staining solution for 12-15 hours in a dry incubator at 37°C without CO_2_. After incubation, cells were washed twice with 1X PBS, overlaid with 70% glycerol, and SA-β-Gal positive cells, displaying blue perinuclear staining, were observed under a microscope (Leica, Germany). At least three fields were randomly selected to calculate the positive staining rate.

**Statistical analysis**

For routine statistical analysis, GraphPad Prism (GraphPad Software, La Jolla, USA) was used. The results are presented as mean±standard error of the mean (SEM) or mean±standard deviation (SD). The significance levels were depicted as follows: *p< 0.05; **p< 0.01; ***p< 0.001. For experiments with replicates of paired samples, a two-tailed student’s t-test was applied. Group comparisons were performed using appropriate non-parametric tests, such as Mann-Whitney U or Unpaired t-test.

**Supplementary Figure S1**

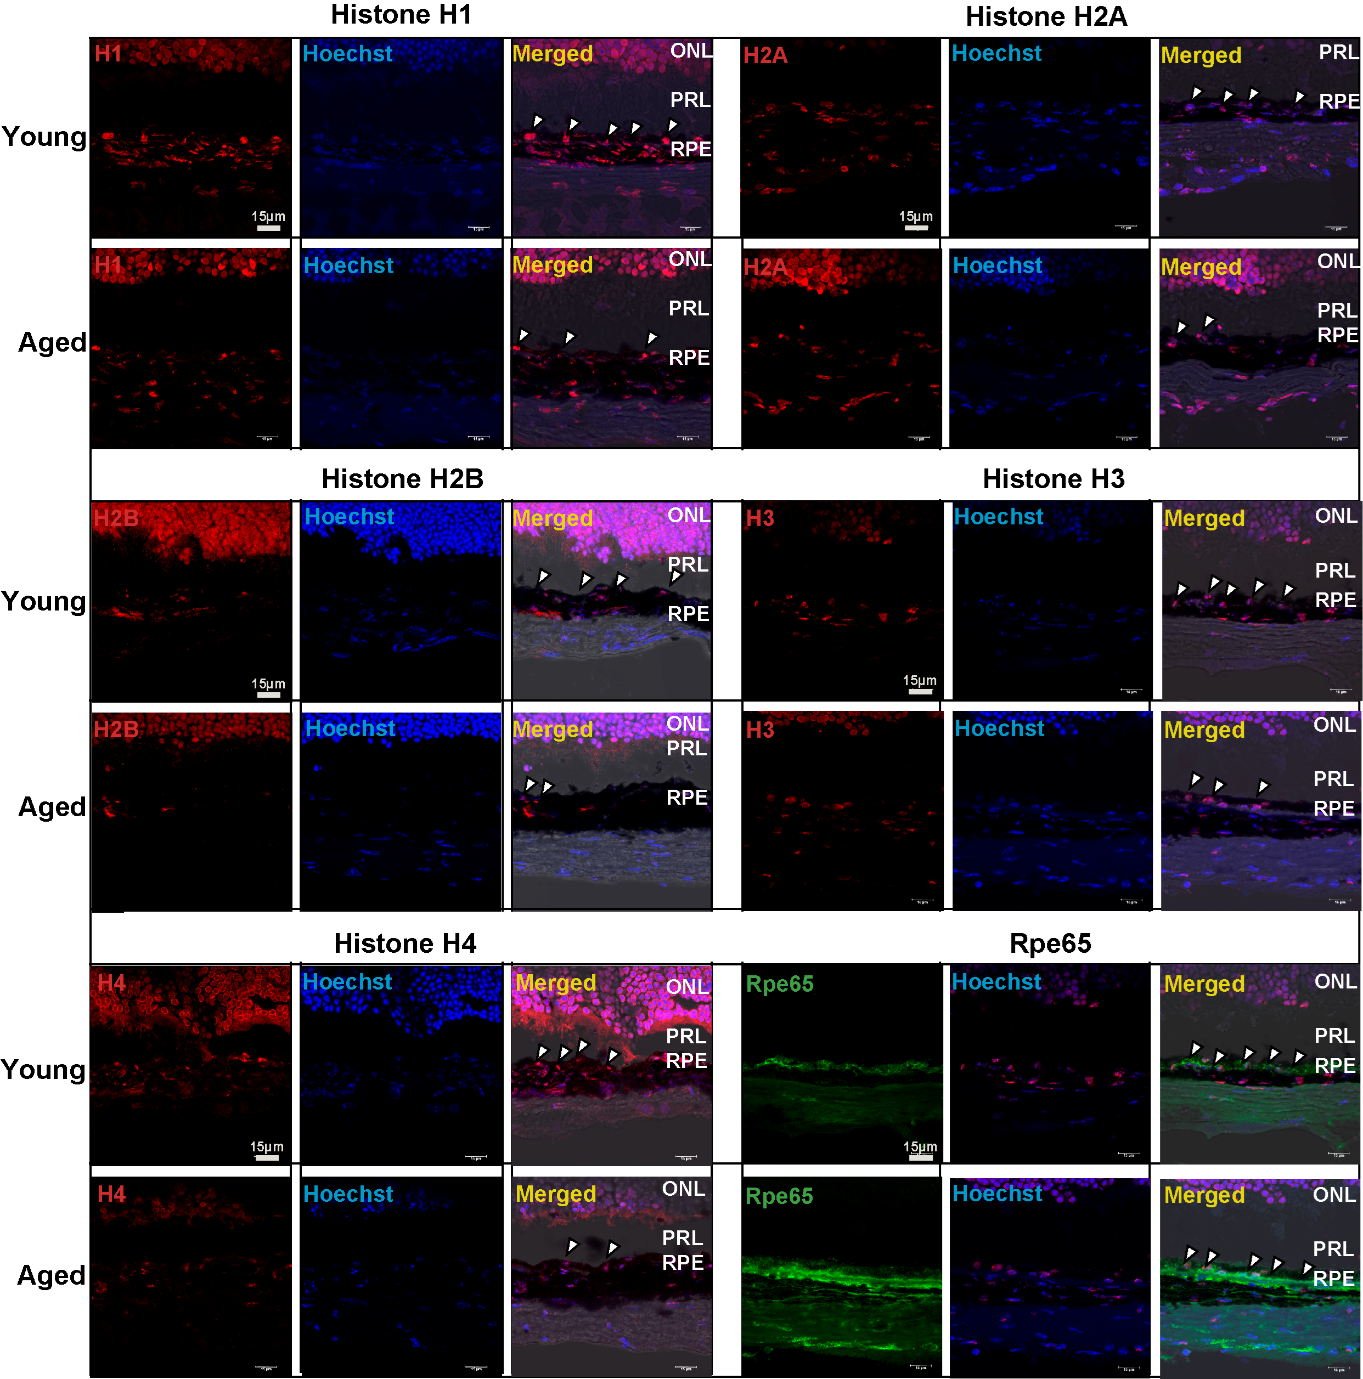

**Supplementary Figure S1:**Representative fluorescence images of histone localization in RPE of young and aged mice. Strong H1, H2A, H2B, H3, and H4 histones (red) expression was found in the RPE (white arrows) of young mice compared to aged mice. Nuclei are stained with Hoechst (blue) in both young and aged retinas. Merged images of red and blue channels with brightfield showed the histone levels in the RPE layer. ONL, outer nuclear layer; PRL, photoreceptor layer, RPE; retinal pigment epithelium. Scale bar: 15μm.

**Supplementary Figure S2**

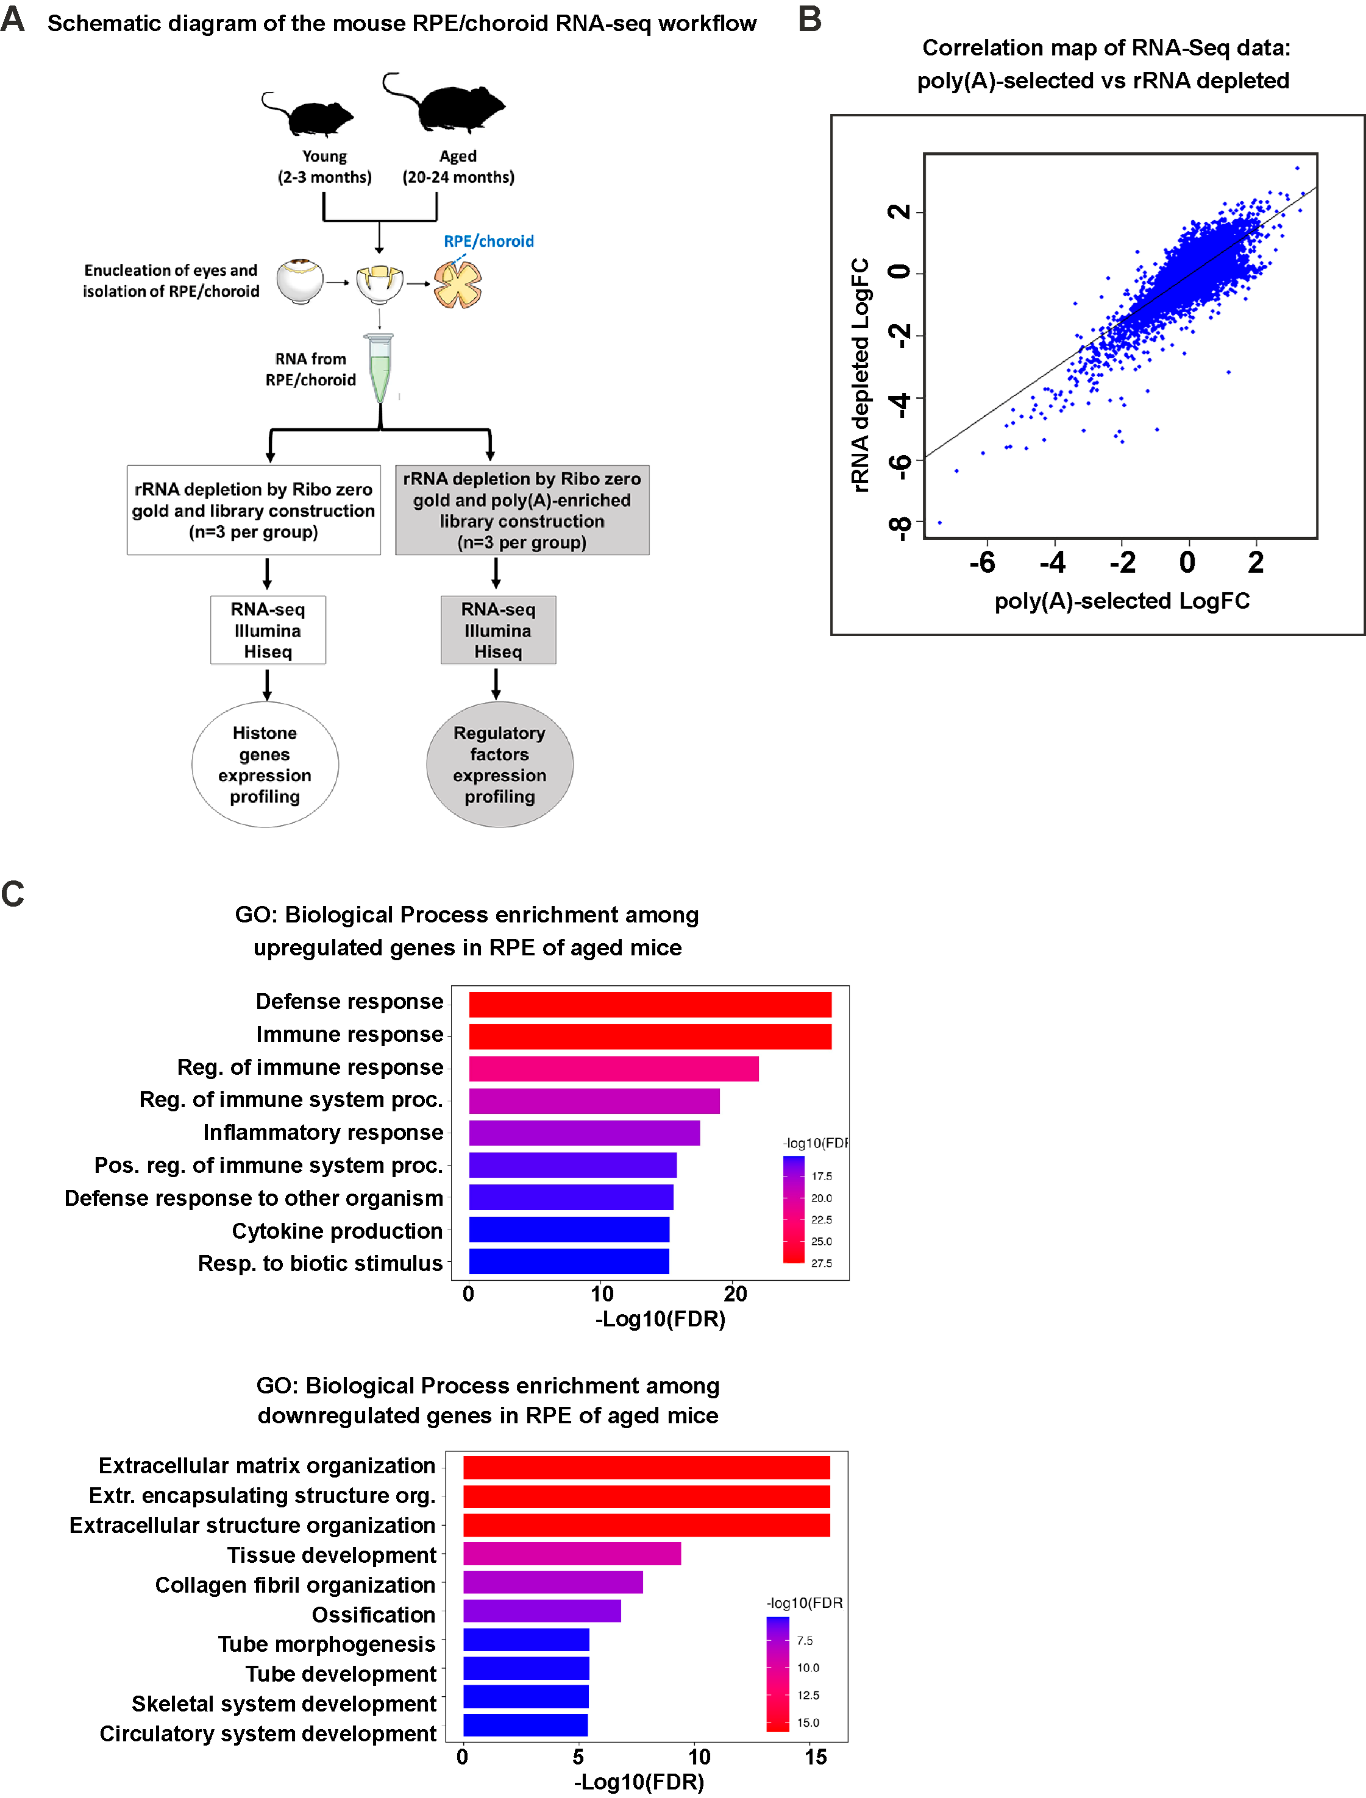

**Supplementary Figure S2:**(A) Schematic representation of the RNA-sequencing experiment conducted on young (n=3, 2-3 months) and aged (n=3, 20-24 months) mice RPE/choroid samples, using ribosomal RNA-depleted and poly(A)-selected techniques. (B) Correlation plot of RNA-Seq data from poly(A) selected and rRNA depleted libraries with linear regression line indicated. (C) The top 10 enriched terms from GO analysis of top 100 upregulated and down-regulated genes from poly(A)-selected RNA-Seq data of young versus aged mice RPE/choroid. The x-axis represents the -log10 scale for the adj. p-value of each GO term.

**Supplementary Figure S3**

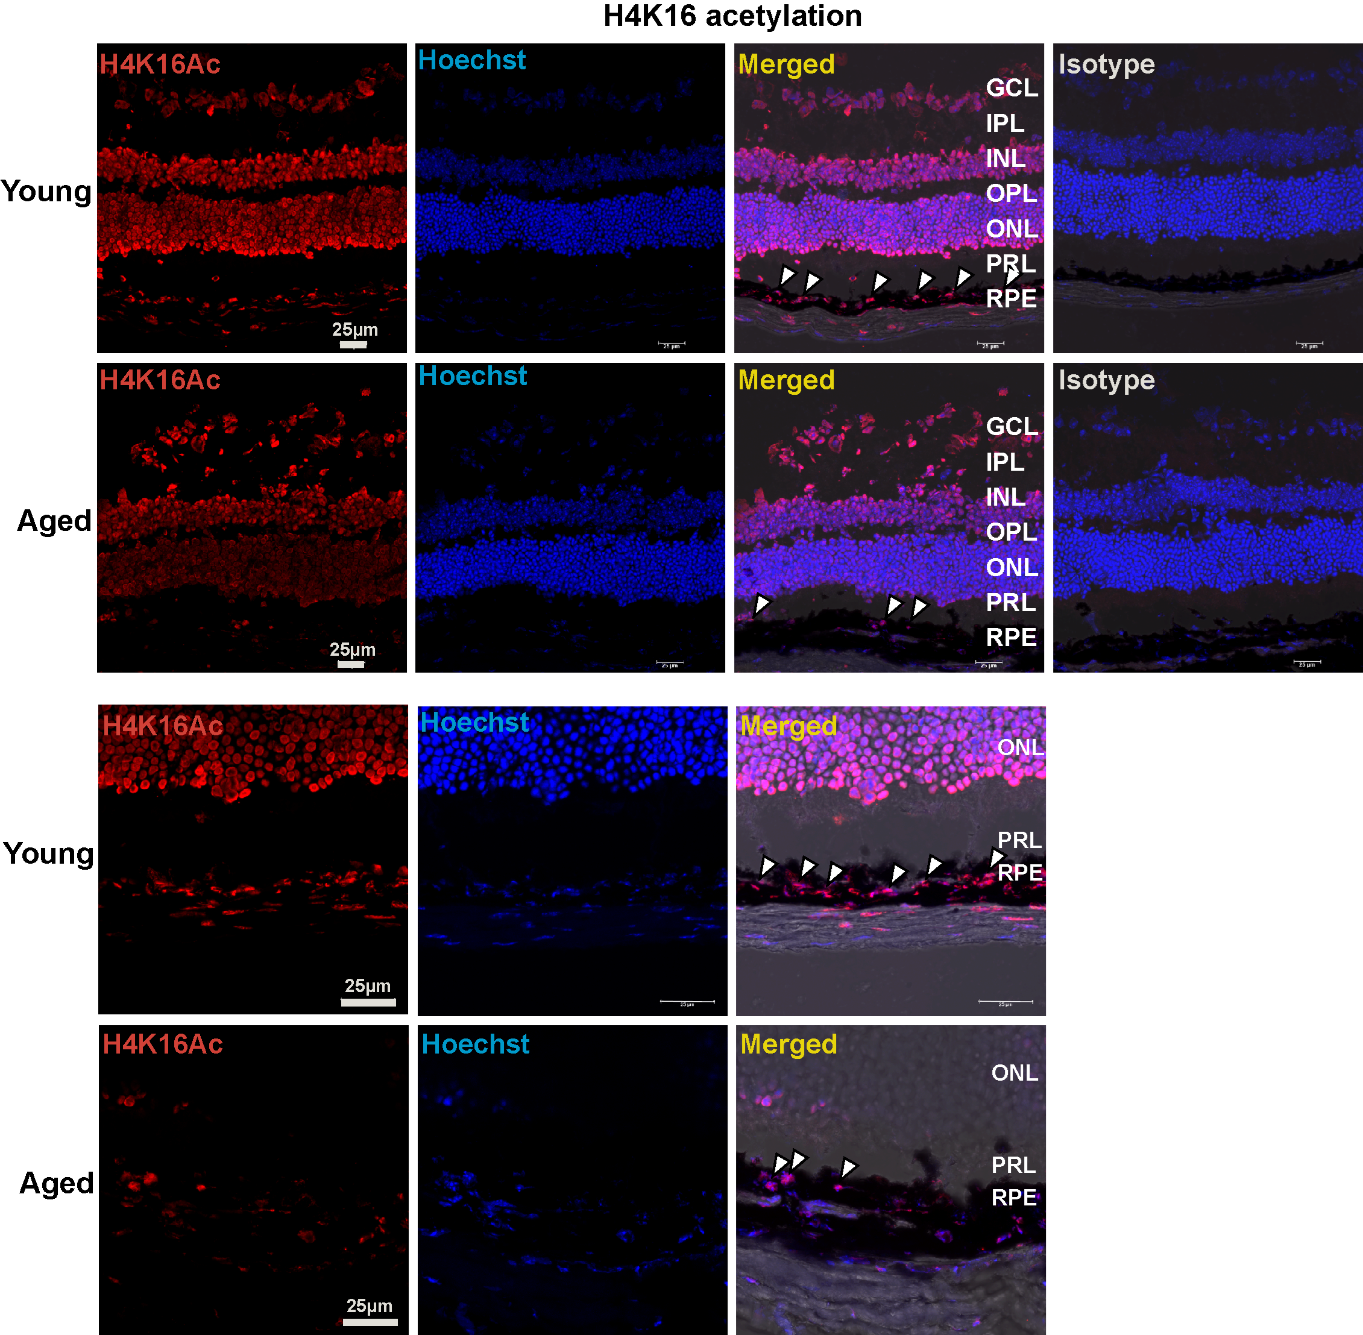

**Supplementary Figure S3:**Representative immunofluorescence images of H4K16 acetylation (red) in RPE of young and aged mice. Nuclei are stained with Hoechst (blue) in both young and aged retinas. Merged images of overlapping red and blue channels with brightfield showed H4K16ac localization in the RPE layer of retinal sections. Scale bar: 25μm.

**Supplementary Figure S4**

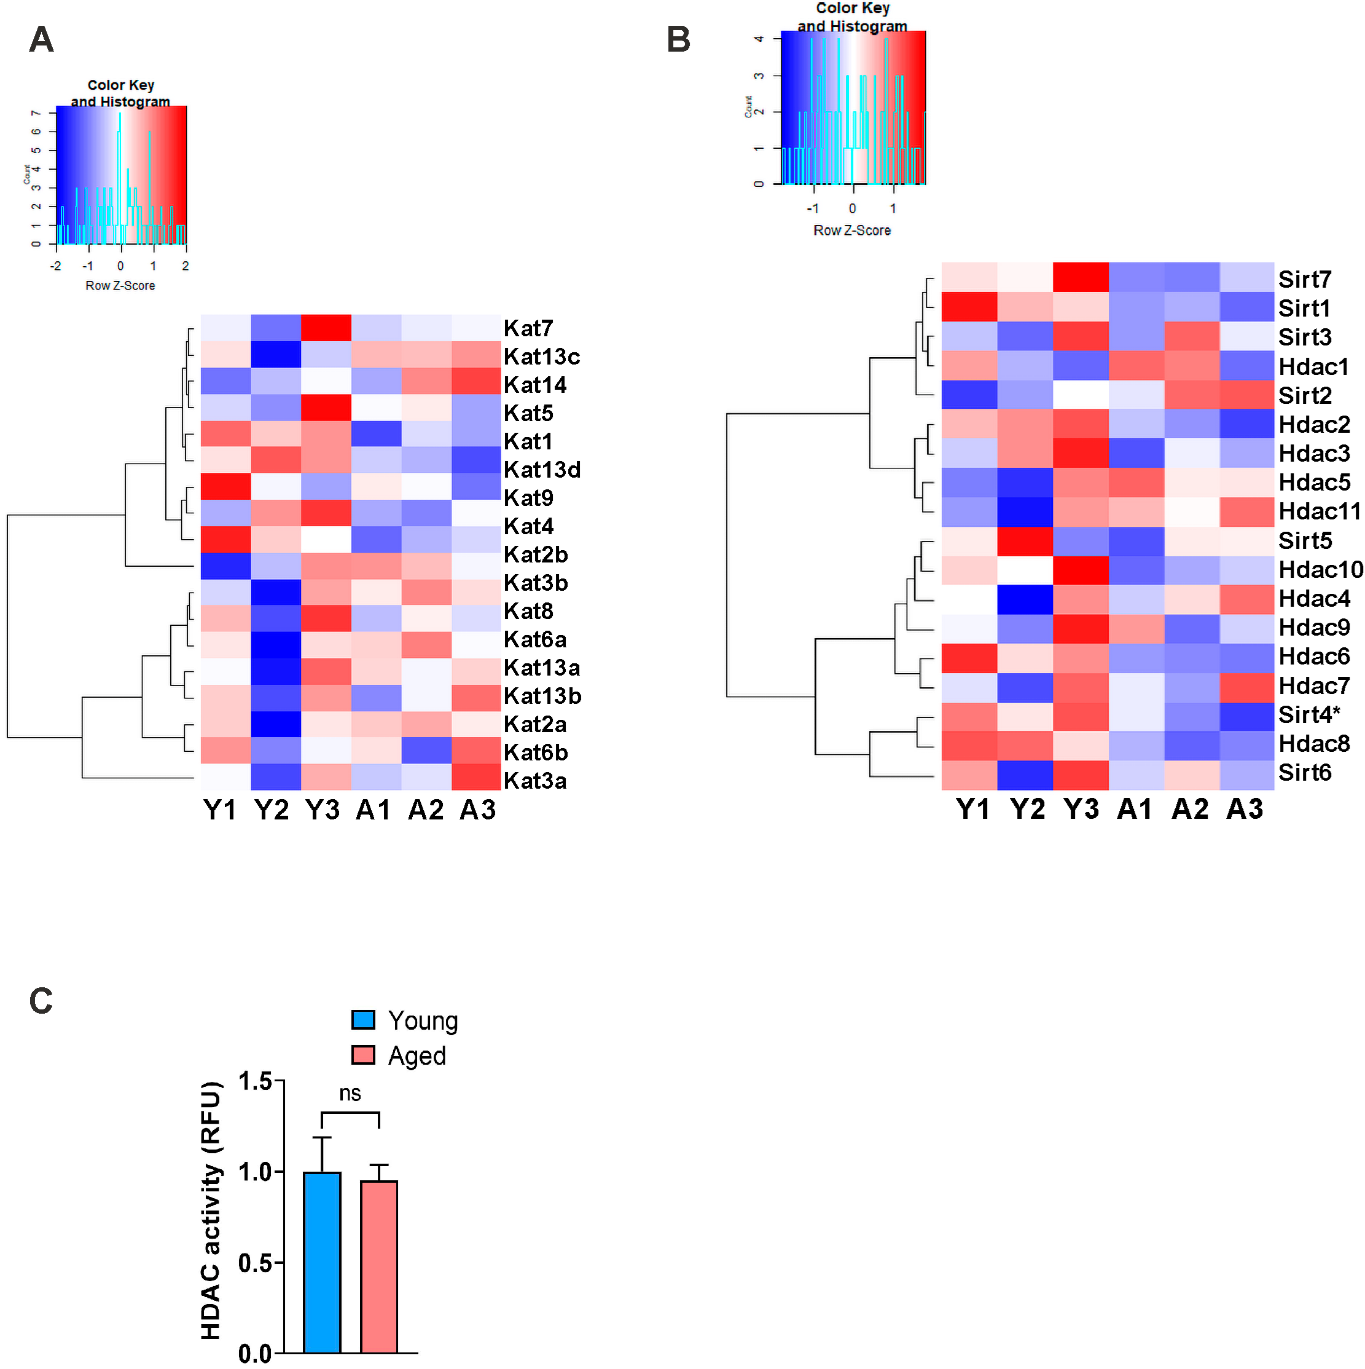

**Supplementary Figure S4:**(A and B) Heatmap representing HAT and HDAC expression in young and aged mice RPE/choroid. * represents adj p-value <0.05. Blue to red represents low to high gene expression. (C) Total HDAC activity was measured in young and aged mice RPE/choroid tissue lysate using a fluorometric assay (n=6 per group). Results were shown as mean±SD.

**Supplemental Table S1**

Expression profile of 114 histone genes in young versus aged RPE/choroid

Cells highlighted in yellow are significantly altered between young and aged RPE/choroid.

**Supplementary Table S2**

| **Antibody** | **Company** | **Catalog No.** | **Dilutions** |
| --- | --- | --- | --- |
| Histone H1 | ThermoFisher Scientific | PA5-30055 | 1:2000 (WB), 2 μg/ml (IF), 5 μg/ml (IHC) |
| H2A | Abcam | ab18255 | 1:2000 (WB), 2 μg/ml (IF) |
| H2B | Abcam | ab1790 | 1:5000 (WB) |
| H2B | GeneTex | GTX115955 | 5 μg/ml (IF), 5 μg/ml (IHC) |
| H3 | Abcam | ab1791 | 1:25000 (WB), 5 μg/ml (IHC) |
| H3 | GeneTex | GTX122148 | 1 μg/ml (IF) |
| H4 | Novus Biologicals | NBP2-42856 | 1:2000 (WB) |
| H4 | Proteintech | 16047-1-AP | 1 μg/ml (IF) |
| H4 | Abcam | Ab10158 | 5 μg/ml (IHC) |
| Pan-H3ac | Abcam | ab47915 | 1:3000 (WB) |
| Pan-H3ac | Active Motif | 61637 | 1 μg/ml (IF) |
| H3K9ac | Millipore Sigma | 06-942 | 1:1000 (WB) |
| H3K14ac | Millipore Sigma | 04-1044 | 1:500 (WB) |
| H3K27ac | Millipore Sigma | 07-360 | 1:5000 (WB) |
| H3K56ac | Abcam | ab76307 | 1:2000 (WB) |
| Pan-H4ac | Abcam | ab177790 | 1:20000 (WB), 2 μg/ml (IF) |
| H4K5ac | Abcam | ab51997 | 1:10000 (WB) |
| H4K8ac | Abcam | ab45166 | 1:5000 (WB) |
| H4K12ac | Abcam | an177793 | 1:2500 (WB) |
| H4K16ac | Abcam | ab109463 | 1:2000 (WB), 2 μg/ml (IF) |
| H4K16ac | Active Motif | 39929 | 2 μg/ml (IF) |
| GAPDH | Santa Cruz Biotechnology | sc-25778 | 1:3000 (WB) |
| HINFP | Proteintech | 10066-2-AP | 1:800 (WB) |

List of primary antibodies used in this study.

WB: Western blot, IF: Immunofluorescence, IHC: Immunohistochemistry

**Supplementary Table S3**

List of qPCR primers used in this study

| **Primer Name** | **Forward** | **Reverse** |
| --- | --- | --- |
| **Mouse** |  |  |
| mHist1h1d | AAGCCTAAGAAGGCGACTGG | CTTGGCTGGACTCTTTGCTG |
| mHist1h1e | CTCTCTCCTCACACGCTTCG | GCCTTGGTGATGAGTTCGGA |
| mH1F0 | GATGAGCCCAAAAGGTCGGT | CTTCTTGACAGGGGTGGCTT |
| mPanH2b | TACAACAAGCGCTCGACCAT | AGCTGGTGTACTTGGTGACG |
| mHist1H3b | CTGATCCGCAAGCTGCCGTTC | GTTGGTGTCCTCAAACAGACCC |
| mHist1H3i | TTCTAGTGTACTGAGATGGCTCGT | GTAGCGGTGAGGCTTCTTCA |
| mHist2h4 | TAGCCATGTCTGGCAGAGG | CTGGATGTTGTCACGCAAGA |
| mHist1H4m | TGCTTCGTCTTAGAGCAGTACAGT | CGTGATGCCCTGGATGTTAT |
| mCasp8ap2 | GCCCTCTGAATAGTCCAGTGAG | ATCAGACTGACTCTTGAAGGTAGA |
| mNpat | CAGTGCGTTTGCTGTCAGCCAA | CCACCATTCCTTGAAGTACAGGC |
| mHinfp | CATGCGCTTTCGACACAGTGAG | CACACCTGTAGGCTGACTCCTT |
| mPdhb | CATCTCGTGACTGTGGAAGGAG | ACATCAGCACCAGTGACACGCA |
| **Human** |  |  |
| hHINFP | GCAACCACATGCGCTTTCGTCA | CTGTGGGTATCCAGGTGCTTCT |
| hHIST1H1B | CTAAGGAGCGCAATGGCCTTT | CTTCGGAGTCTTCTTCACTGC |
| hHIST2H2AB | CCATCTGCAACTAGCCGTGAG | CAGGCTTGTGACTCTCCGT |
| hHIST1H2AE | CTACTCCGAACGAGTCGGG | GATGGTCACGCGACCTAGAAG |
| hHIST1H2BF | ACCTGCTAAGTCCGCTCCT | CTACGCTTGCGCTTCTTACCA |
| hHIST1H3A | ACTGCTCGGAAGTCTACTGGT | GCGCTGGAAAGGTAGTTTACGA |
| hHIST1H3B | ATGGCTCGTACTAAACAGACAGC | TTCCGAATCAGCAACTCGGTC |
| hHIST1H3D | CCATTCCAGCGTCTAGTCCG | TCTGAAAACGCAGATCAGTCTTG |
| hH4A,N,O | GAGACAACATTCAGGGCATCAC | GAGGCCAGAGATCCGCTTAA |
| hH4C | AAGTTAAGAGTTGTTGTTTGTCTTCG | CCACCTTTGCCTCTACCAGA |
| hH4D,E | TGGGTGAGACTCCTCTTGCT | AAGACCCTTCCCGCCTTT |
| hCCL5 | CCTGCTGCTTTGCCTACATTGC | ACACACTTGGCGGTTCTTTCGG |
| hCXCL8 | GAGAGTGATTGAGAGTGGACCAC | CACAACCCTCTGCACCCAGTTT |
| hIL6 | ATCTGGATTCAATGAGGAGACTTG | GGAACTGGATCAGGACTTTTGTACT |
| hMMP3 | CACTCACAGACCTGACTCGGTT | AAGCAGGATCACAGTTGGCTGG |
| hMMP12 | GATGCTGTCACTACCGTGGGAA | CAATGCCAGATGGCAAGGTTGG |
| hIL1B | CCACAGACCTTCCAGGAGAATG | GTGCAGTTCAGTGATCGTACAGG |
| hICAM1 | AGCGGCTGACGTGTGCAGTAAT | TCTGAGACCTCTGGCTTCGTCA |

Angelov, D., Bondarenko, V. A., Almagro, S., Menoni, H., Mongelard, F., Hans, F., . . . Bouvet, P. (2006). Nucleolin is a histone chaperone with FACT-like activity and assists remodeling of nucleosomes. *EMBO J, 25*(8), 1669-1679. doi:10.1038/sj.emboj.7601046

Bin Imtiaz, M. K., Jaeger, B. N., Bottes, S., Machado, R. A. C., Vidmar, M., Moore, D. L., & Jessberger, S. (2021). Declining lamin B1 expression mediates age-dependent decreases of hippocampal stem cell activity. *Cell Stem Cell, 28*(5), 967-977 e968. doi:10.1016/j.stem.2021.01.015

Ge, S. X., Jung, D., & Yao, R. (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics, 36*(8), 2628-2629. doi:10.1093/bioinformatics/btz931

Gonzalez-Gualda, E., Baker, A. G., Fruk, L., & Munoz-Espin, D. (2021). A guide to assessing cellular senescence in vitro and in vivo. *FEBS J, 288*(1), 56-80. doi:10.1111/febs.15570

Matsunaga, H., Handa, J. T., Aotaki-Keen, A., Sherwood, S. W., West, M. D., & Hjelmeland, L. M. (1999). Beta-galactosidase histochemistry and telomere loss in senescent retinal pigment epithelial cells. *Invest Ophthalmol Vis Sci, 40*(1), 197-202.

Mohan, K., Dubey, S. K., Jung, K., Dubey, R., Wang, Q. J., Prajapati, S., . . . Kleinman, M. E. (2023). Long-Term Evaluation of Retinal Morphology and Function in Rosa26-Cas9 Knock-In Mice. *Int J Mol Sci, 24*(6). doi:10.3390/ijms24065186

Sen Gupta, A., Joshi, G., Pawar, S., & Sengupta, K. (2018). Nucleolin modulates compartmentalization and dynamics of histone 2B-ECFP in the nucleolus. *Nucleus, 9*(1), 350-367. doi:10.1080/19491034.2018.1471936

Wang, X. F., Cui, J. Z., Nie, W., Prasad, S. S., & Matsubara, J. A. (2004). Differential gene expression of early and late passage retinal pigment epithelial cells. *Exp Eye Res, 79*(2), 209-221. doi:10.1016/j.exer.2004.03.013

How the deposited data were processed for this re-analysis (not part of the article)

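RPE/choroid of 3 young and 3 aged mice was sequenced by the authors as poly(A)-selected libraries. According to Appendix S1, the authors trimmed and filtered read pairs with BBDuk, mapped them with STAR to the Ensembl GRCm38 transcript annotation, quantified transcripts with Sailfish, transformed them into normalized counts by the total count method and compared the age groups with DESeq2. The paper's text does not name the version or settings of DESeq2. The data used here are the authors' deposited table of that comparison, with 1 line per gene and no value per library.

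The mean normalized count is a signal averaged by the authors over the libraries of both age groups. The fold change and its standard error are deposited on the log2 scale, as young over aged. The Wald statistic is a score that the authors computed as the fold change divided by its standard error, which was checked in the table. Each p-value in the deposited table is the authors' 2-sided Wald p-value or its Benjamini-Hochberg adjustment. The authors' adjusted p-values are present for 18959 genes, with a lowest mean normalized count of 6.43. A further 307 genes have a fold change and no p-value, 258 of them with a mean normalized count of at least 100, and together these 307 genes hold 2.20% of the counts. In the table 25 gene symbols had been turned into dates, and these genes were not named here.

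The planned test was a fit to values per library. As the table holds none, the authors' Wald p-values were used, and the Benjamini-Hochberg adjustment was recomputed over the 18196 genes with a mean normalized count of at least 10 and a p-value. The sign of the fold change was turned to aged over young. Confidence intervals are normal intervals at the 95% level from the authors' standard errors on the log2 scale. They cover the spread that the authors' model estimated, and the spread between single mice cannot be seen. The spacing of the means of genes read in 1 library gave the size factors of the 6 libraries. The ratio of the highest to the lowest was 1.11, after the authors' scaling to total counts, so the sequencing depth of single libraries is unknown, and which replicate has which size factor is not known.

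Sets of genes were tested with camera on the Wald statistics (cameraPR of limma 3.58.1 in R 4.3.3), with a preset inter-gene correlation of 0.01 and, as an alternative, 0.05. Each set's median fold change was also placed among 10000 random lists of as many genes, matched on abundance in 20 bins. Members among the 100 genes with the smallest p-value in each direction were counted with Fisher's exact test. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures used matplotlib 3.10.9. Gene positions, transcript lengths and GC content came from a GENCODE annotation of GRCm38, which matched 97.2% of the tested genes by symbol or synonym. Older symbols in the table were matched the same way, such as Myst2 for Kat7 and Myst4 for Kat6b. A trend with length and GC content was fitted as a robust quadratic on the longest transcript of each gene. The own sequence of a gene is the percent of its words of 50 bases found in no other gene.

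The genes named are the genes the paper names for these libraries or draws in Figures 2e, 2f, 2i and S4, the 5 genes in each direction with the largest absolute fold change among called genes with a mean normalized count of at least 100, and the members of marker lists fixed before the data were examined, reported as medians. The rule also asked for groups that do not overlap, which could not be examined. Genes named outside this rule are marked where they appear. The marker lists were for rod photoreceptors, RPE, skeletal muscle, red cells, macrophages, mast cells, B and plasma cells, T cells, endothelium, melanocytes, Schwann cells, cell division and sex-linked genes.

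The procedure was tested on simulated data of 18196 genes with 200 changed genes, of which 75% were recovered, all with the right sign, and 3.23% of the calls were unchanged genes. A simulated list with no shift had a camera p of 0.363 and a list with a planted shift of 0.3 had 9.39e-17. The simulated fold changes were the true values plus independent normal noise with the authors' standard errors. Counts, the spread between mice and correlation between genes were not simulated. The planted changes of single genes were larger than those of Hinfp, Npat and Casp8ap2. The simulation thus checks the adjustment and the set test, and not the authors' fit or the recovery of smaller changes. The rRNA-depleted libraries, the heat maps, the principal component analysis and the gene ontology terms were not analysed here. The alternatives tried were other filters on the mean normalized count, the authors' own adjusted p-values, a stricter threshold, a threshold on the fold change, ranking by fold change, Wald statistics for the genes with no p-value, a shift to library totals, removal of the length and GC trend and a larger inter-gene correlation.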

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

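The test of length and GC content was chosen before its result was seen. The tests of shared reads and of the other histone classes in the form given here were chosen only afterwards.

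In the poly(A)-selected libraries 10 of 17 tested histone H2B genes were called higher in aged RPE/choroid, with log2 fold changes between 0.35 and 0.71, and 1 was called lower. The signal lies in genes outside those the paper discusses for these libraries, as its histone gene comparison (Table S1) rests on the rRNA-depleted libraries. Of the H2B genes called in both library types, 4 went the opposite way, higher here and lower there. They were Hist1h2bg (0.35 here, -1.099 there), Hist1h2bf (0.65, -1.078), Hist1h2bn (0.68, -0.725) and Hist1h2bk (0.71, -0.855). The other 2, Hist1h2bc and Hist2h2be, went the same way in both. The median log2 fold change of the 17 genes was 0.49. After removal of the length and GC trend 7 of the 10 called genes kept their call, which speaks against a length and GC content bias as the whole cause, and 7 kept it after the shift to library totals.

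A general rise of polyadenylated replication-dependent histone transcripts stays open. Of the 37 tested genes of the other clustered histone classes 27 had a positive log2 fold change, 0 were called higher and 1 lower, and their median was 0.17, against a drop of 0.13 that the shift to library totals would make. As classes these were less abundant, so rises in many members were harder to call and their fold changes were moderated more. Low counts do not cover every member. Those with mean counts above the H2B median of 242 were positive but uncalled, and below the H2B median log2 fold change of 0.49. They were Hist1h1c (0.31), Hist2h2aa2 (0.12), Hist3h2a (0.22), Hist1h4i (0.08), Hist1h4h (0.32), Hist2h3c1 (0.05), Hist1h2al (0.31) and Hist2h3c2 (0.21). A contrast with H2B, the class picked because it rose, would not decide.

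Reads shared between near-identical histone genes stay open. The 10 tested H2B genes with at least 50% own sequence had a median log2 fold change of 0.35, at percentile 98.7 of random lists matched on abundance, and at percentile 96.4 with the length and GC trend removed. The 7 genes with less own sequence rose further, with a median of 0.65. Hist2h2be, with 100% own sequence, was the gene that fell (-0.86), and genes with part of their sequence shared can still take reads from other H2B genes. Of the 10 genes 4 were called higher, 2 with the trend removed and 1, Hist1h2bc, under the shift to library totals. A change with age in H2B transcripts that carry a poly(A) tail stays open as a hypothesis, as do cell types that bring such transcripts, and neither was tested.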

How the results depend on the processing

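The filters, the authors' adjusted p-values, the stricter thresholds and the ranking were set before the data were examined. The Wald statistics for genes with no p-value, the shift to library totals, the removal of the length and GC trend and the inter-gene correlation of 0.05 were chosen after seeing the data. The shift stands in for the planned scaling to exact library totals. It is the log2 ratio of the summed counts, aged over young, of 0.13, taken from the means and the moderated fold changes. The median size factors were 1.03 for young and 0.984 for aged libraries. If the libraries were scaled to total counts beforehand, these would give a smaller shift. How many genes a smaller shift would call was not tested.

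No paired analysis was possible because the table holds no values per sample. For the same reason the planned edgeR and limma fits, TMM and upper quartile scaling, a filter of 10 counts in every library, leaving out each replicate, the replicate block, other pseudocounts, fry and exact library totals were not run, and other splits of the 6 samples could not be counted.

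Called genes numbered 3937 with no filter, 3948 with a mean of at least 50, 4231 with the authors' adjusted p-values, 2895 at an adjusted p under 0.01 and 1287 with an absolute log2 fold change of at least 1, where the added threshold accounts for the fall. The shift to library totals moved the median log2 fold change of the tested genes from -0.02 to -0.15 and called 5045 genes, 33.1% of them higher in aged RPE/choroid in place of 55.5%, so the balance of higher and lower genes rests on the scaling. It lowers the log2 fold change of every gene by the same amount, so lower genes gain calls by its construction, and it called 5 HLB components and 9 HATs and HDACs. With the trend removed 1 and 2 were called, and the cause was not tested. Both gene families kept their direction and their call under each alternative run, with medians from 0.42 to 0.63 for immune and from -0.91 to -0.77 for extracellular matrix genes.

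Over the alternatives the adjusted p of Hinfp was between 5.64e-05 and 0.00341 and that of Sirt4 between 0.0005 and 0.00758. That of Casp8ap2 was between 0.000576 and 0.525 and that of Npat between 0.0212 and 0.831.

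The shift subtracts 0.13 from each log2 fold change, so uncalled genes between 0 and 0.13 turn direction by construction: Cpsf3 (-0.072), Kat2b (-0.021), Ncoa1 (-0.054), Ncoa3 (-0.092), Myst4 (-0.075), Hdac1 (-0.084), Hdac7 (-0.055), Sirt3 (-0.094), Hist1h1e (-0.092), Hist2h3b (-0.11), Hist2h3c1 (-0.080), Hist2h2aa2 (-0.013), Hist1h4k (-0.12), Hist3h2bb-ps (-0.13), Hist1h4i (-0.054), H2afv (-0.0059), H2afz (-0.12), Gm11336 (-0.11). With the trend removed these uncalled genes turned direction, and the cause was not tested: Myst2 (0.019), Clock (0.15), Hdac7 (-0.046), Hdac9 (0.0094), Hist2h3b (-0.094), Hist2h2aa2 (-0.023), Hist1h4k (-0.15), Hist3h2bb-ps (-0.20), Cenpa (0.025), Hist1h4i (-0.076), H2afz (-0.070), Gm11336 (-0.13). Among the other single genes and lists, 5 became weaker and 15 stronger under the shift, and 8 became weaker and 5 stronger with the trend removed. With no filter 1 became weaker and 1 stronger, and with a mean of at least 50, 1 became stronger.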

Differences from the paper's values

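The axis labelled poly(A)-selected in Figure S2b ends at about -7.4 in Fig. S2b, read by eye, and its next point lies at about -6.9 in Fig. S2b, read by eye. The lowest log2 fold changes of young over aged in the table of the poly(A)-selected libraries were -8.04 and -6.37. The axis labelled rRNA depleted shows the paper's points at about -8.0 and about -6.4 in Fig. S2b, read by eye. No alternative set before the data were examined acts on these fold changes, so none closed the gap. Read against the axis labelled rRNA depleted, the table's values differ by less than their standard errors, so the gap closes when the axis labels are exchanged, a comparison made after the values were seen. The numbers of called genes in the authors' deposited table are those the paper gives for the poly(A)-selected libraries. The number of genes listed in it, 33924, is the one the paper gives for transcripts mapped in the rRNA-depleted libraries.

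The paper reports Npat among the HLB components that decreased significantly. In the poly(A)-selected libraries its log2 fold change was -0.31 with an adjusted p of 0.142, and it was called under no alternative set before the data were examined, with adjusted p-values between 0.133 and 0.191. The unadjusted p of Npat was 0.0468. The paper turns to Figure 2i after describing the poly(A)-selected libraries, but neither the sentence on Npat nor the legend names the libraries. The paper's call of Npat may therefore rest on other libraries than those analysed here. The shift to library totals, chosen after seeing the values in place of the planned scaling to exact library totals, called Npat with a log2 fold change of -0.44 and an adjusted p of 0.0212. As the shift adds calls of lower genes by its construction, this call is weak evidence.

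The paper describes the HATs and HDACs apart from Sirt4 as not significantly altered. The shift to library totals, chosen after seeing the values, called 8 of these other genes, and removal of the length and GC trend, chosen in the same way, called 1, Ncoa2. As the shift adds calls of lower genes by its construction, these 8 calls do not weigh against the paper's statement. The paper's text does not name the libraries behind Figure S4.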

Other observations

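The length and GC test of the HLB genes was chosen before its result was seen, and its results were split by gene afterwards. The other tests below were chosen only after the result was seen.

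Removal of the length and GC trend argues against this bias as the whole cause for Hinfp, whose adjusted p was 0.00341. For Casp8ap2 (adjusted p 0.525) and Npat, a length and GC content bias stays open as a candidate explanation. Fold changes of 13867 abundant genes had a Spearman correlation of -0.18 with transcript length and 0.24 with GC content, across genes that are not independent replicates. Fewer dividing cells in the aged tissue stay open as well. The cell division list had a median log2 fold change of -0.35 and lay at percentile 0.97 of random lists. That median lies near the values of Casp8ap2 (-0.37) and Npat (-0.31), whereas Hinfp fell further (-0.79). A fall of the size of the list median would therefore not account for Hinfp in full. Members of the list ranged from -0.94 to 0.34, with 4 called lower and 1 higher, and the adjusted camera p of the list was 0.0552. A smaller share of the cells that express them, diluted by other cells, would lower the list of those cells alike. No list covered the cells that make extracellular matrix, a gene family that fell (median -0.78), so dilution of such cells stays open. The RPE list had a median of 0.25, which argues against it for RPE cells. The melanocyte list had a median of -0.50, or -0.33 with the length and GC trend removed, with 3 members called lower, while Tyrp1 (-0.02) and Mlana (0.09) were not, and its adjusted camera p was 0.239. Its members did not fall together, so the list does not decide for melanocytes. A change with age within the cells was not tested.

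The lists had median log2 fold changes of 1.73 for macrophages, 2.66 for mast cells, 2.12 for T cells and 1.22 for B and plasma cells. The rod photoreceptor list had 0.21, the Schwann cell list 0.18, the endothelium list -0.03, the skeletal muscle list -0.17, the red cell list -1.35 and the sex-linked list -0.72. The macrophage list shares Lyz2, Tyrobp and the C1q genes with the immune family. Its members moved from -2.33 in Cd163 to 3.79 in Lyz2, so a larger share of macrophages and nothing else may not account for the rise of the immune family. A larger share together with a change in their state stays open. In the same libraries 19 of 19 senescence-associated markers drawn in Figure 2e were called higher in aged RPE/choroid, with a median log2 fold change of 1.36. The count was 17 under the shift to library totals and 18 with the length and GC trend removed. The paper had already found all of these selected markers higher, and the legend does not name the libraries. The count is therefore no independent support. The list also shares chemokines and interleukins with the immune family.

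Across 69 tested genes of Table S1, the fold changes had a Spearman correlation of 0.08 with the paper's values from the rRNA-depleted libraries, across genes that are not independent replicates. Of the genes called in both, 5 went the same way and 4 the opposite way. These 4 were all H2B genes, higher here and lower in the rRNA-depleted libraries. H3f3b had a log2 fold change of -0.37 with an adjusted p of 0.011 here, which became 0.0681 with the length and GC trend removed, and H3f3a had -0.23 with an adjusted p of 0.118.

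In genes read in a single library, 1014 genes had 2 normalized reads and 576 had 1, and in each of the 6 libraries more genes had 2 than 1 and more had 4 than 3. Both ends of a read pair counted as separate reads would give such a pattern. That explanation was taken from the pattern itself and had no separate test. Appendix S1 describes a paired-end mode of quantification and a later transformation into normalized counts, so the cause stays open.

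The Y-linked genes Eif2s3y, Kdm5d and Uty were called lower in aged RPE/choroid, with log2 fold changes of -0.99, -0.83 and -0.60, and Ddx3y had -0.34 with an adjusted p of 0.0975. With the length and GC trend removed Uty lost its call, with an adjusted p of 0.293. Tissue of female mice among the aged samples is unlikely, as Xist had a log2 fold change of -0.67 and a mean normalized count of 6.88. Loss of the Y chromosome from part of the cells and nothing else would lower the 4 genes alike. Their fold changes moved apart (heterogeneity Q of 8.21 against a chi-square distribution, p = 0.0418), by a margin too narrow to weigh much. A loss of the chromosome together with other changes stays open.

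Among neighbouring genes, 40 runs of at least 3 abundant genes were called lower, against a mean of 15.2 and a highest value of 28 in 1000 shuffled orders. The shuffles break every link between neighbours, and the length and GC trend was not removed. The excess therefore does not tell what links the neighbours. The genes that follow were chosen after their values were seen. On chromosome 19, Fgfbp3 (-1.01), Btaf1 (-0.82) and Ide (-1.20) were lower in aged RPE/choroid. On chromosome 14, Entpd4 (-0.63) and Loxl2 (-1.05) were lower, while their neighbours Slc25a37 (-0.40, adjusted p 0.0917) and R3hcc1 (-0.08, adjusted p 0.727) were not called. Nnt (0.76) and Wdfy1 (0.88), looked at in the same way, were called higher. Fgfbp3 and Btaf1 form a run of 3 with Tnks2, and Ide stands alone. Entpd4 and Loxl2 form a run of 3 only with Gm16867, which overlaps Entpd4 on the opposite strand. Reads shared between copies are argued against by an own sequence of 100% in Fgfbp3, Btaf1 and Ide and, less firmly, of 55.0% in Loxl2. For Entpd4, with 0% own sequence and 100% of its sequence words also in Entpd4b, reads shared between copies of these genes stay open. A copy number or substrain difference between the mice of the 2 groups cannot be told apart from age, as each group has 1 age. Cpeb3, which lies between Btaf1 and Ide, did not fall (0.36), so 1 unbroken lost segment is unlikely.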
